# Impaired redox adaptation through SLC38A5-dependent glutamine metabolism contributes to melatonin-mediated anoikis sensitivity and metastasis suppression in bone cancer

**DOI:** 10.7150/ijbs.133256

**Published:** 2026-05-11

**Authors:** Bao Tran Nguyen, Wei-Cheng Chen, Yi-Chin Fong, Chih-Yuan Ko, Hsien-Te Chen, Chin-Jung Hsu, Kieu Thanh Huynh, Wei-Chien Huang, Shun-Fa Yang, Chih-Hsin Tang

**Keywords:** bone cancer, glutamine metabolism, metastasis, SLC38A5, anoikis resistance, ROS

## Abstract

Malignant bone cancer, primarily osteosarcoma and chondrosarcoma, are highly aggressive neoplasms originating from bone tissue and characterized by a strong propensity for lung metastasis. Tumor cells evade anoikis through reactive oxygen species (ROS)-mediated redox homeostasis, which modulates signaling cascades that promote proliferation, survival, and metastatic invasion into distant sites. Melatonin, synthesized primarily by the pineal gland, has been implicated in cancer prevention and therapy due to its inhibitory effects on bone cancer growth and progression. Little is known about the mechanisms underlying anoikis resistance in bone cancer cells or whether melatonin can therapeutically modulate this process. We demonstrated that glutamine metabolism is essential for bone cancer cells to maintain anoikis resistance. Melatonin treatment disrupted glutamine metabolism and altered redox homeostasis, as evidenced by increased ROS accumulation and reduced NADPH/NADP⁺ ratios under anchorage-independent conditions. Notably, solute carrier family 38 member 5 (SLC38A5), a glutamine transporter, was identified as a critical regulator of bone cancer progression, with higher SLC38A5 expression correlating with poorer clinical outcomes. Melatonin suppressed SLC38A5 expression and attenuated anoikis resistance through inhibition of the PI3K-Akt signaling pathway. Consistently, reduced SLC38A5 expression was associated with decreased lung metastasis in melatonin-treated groups in an orthotopic mouse model. Collectively, our findings reveal a previously unrecognized role of melatonin in modulating glutamine-dependent redox balance and anoikis resistance in bone cancer. This study highlights SLC38A5-mediated glutamine metabolism as a critical determinant of metastatic potential and supports melatonin and SLC38A5 as promising therapeutic targets for osteosarcoma and chondrosarcoma.

## Introduction

Bone cancer is a relatively rare and complex cancer, comprising under 1% of all cancer diagnoses in the United States each year 1. Bone cancer is mainly categorized by the type of cell it originates from: osteosarcoma (the most common sarcoma), chondrosarcoma, and Ewing sarcoma 1, 2. The standard treatment for bone cancer predominantly involves a neoadjuvant protocol utilizing cisplatin, doxorubicin, methotrexate, and/or additional chemotherapeutic agents, succeeded by limb-sparing surgery or amputation; nevertheless, around 30% of patients demonstrate resistance to treatment 3. Chondrosarcoma, the second most prevalent primary bone malignancy, it exhibits greater resistance to chemotherapy than other bone cancers due to its distinct transcriptional landscape. This resistance includes poor responsiveness to neoadjuvant chemotherapy regimens commonly used in osteosarcoma treatment 4. Osteosarcoma and chondrosarcoma lesions often share similarities in anatomical location and their potential for pulmonary metastasis 5, 6; therefore, understanding the distinct molecular mechanisms underlying therapeutic resistance in each is essential for developing more effective, targeted treatment strategies. Although emerging research implicates the advantage of bone cancer treatment based on accurate staging, clinical outcomes have not improved much in over three decades 1. Consequently, there is a pressing need to identify and develop new therapeutic approaches for these aggressive cancers.

Resistance to anoikis, which refers to apoptosis triggered by detachment from the extracellular matrix, is a pivotal event in metastatic progression. This adaptation enables circulating tumor cells (CTCs) to remain viable and establish colonies within distant premetastatic niches 7. Anchorage-independent conditions enhance cancer cell migration and invasion and may facilitate CTC extravasation 8. To survive extracellular matrix detachment, cancer cells rely on metabolic and redox adaptation mechanisms that support redox buffering capacity and limit oxidative stress, thereby promoting anoikis resistance and metastatic progression 7. Elucidating the mechanisms that govern anoikis resistance will deepen our understanding of cancer metastasis and may reveal potential therapeutic targets to prevent tumor cell dissemination and metastatic progression 7. In bone cancer, the engagement of downstream signaling cascades has frequently been implicated in sustaining anoikis resistance. Although the mechanisms have been investigated across different bone cancer subtypes, the shared molecular features underlying anoikis resistance in these malignancies remain insufficiently defined. In cancer, metabolic reprogramming is a key feature that enables tumor progression, driving a dependence on specific nutrients to support continued proliferation and metastasis 9. Cancer cells upregulate processes such as aerobic glycolysis and glutaminolysis to meet these demands to sustain their rapid growth 10. Anoikis resistance is associated with various metabolic processes, including amino acid metabolism, EGFR signaling activation, fatty acid oxidation, pentose phosphate pathway flux, glutamine catabolism, lactate dehydrogenase A activity, and oleic acid metabolism, all of which enhance tumor cells' metastasis 7. However, the contribution of metabolism in chondrosarcoma and osteosarcoma cell anoikis resistance remains unclear. The metabolic utilization of glutamine, together with associated pathways-encompassing transporter-mediated uptake, glutaminase-driven catabolism, aminotransferase activity, and regulation of cellular redox status-constitutes a fundamental requirement for the persistence and growth of malignant cells 11. A previous study reported that under non-adherent conditions, malignant cells have been observed to sustain viability by redirecting their metabolic reliance from glucose toward glutamine-dependent energy generation 12. In addition, knockdown of glutamate dehydrogenase 1 (GDH1) not only limits tumor proliferation but also enhances anoikis sensitivity and restrains metastatic progression 10. Despite these findings, the contribution and specific functions of glutamine metabolism in regulating anoikis resistance in bone cancer remain poorly defined.

Melatonin is increasingly recognized as an anti-tumor molecule across a wide variety of malignancies 13. There is substantial evidence regarding its effects on osteosarcoma 14 and chondrosarcoma 15 via multiple pathways. However, the precise mechanisms underlying its influence on metabolic regulation and anoikis resistance in bone cancer are not yet fully understood. In this study, we performed RNA sequencing (RNA-seq) analysis to investigate metabolic alterations in bone cancer cells treated with melatonin under anchorage-independent conditions. We identified the glutamine transporter SLC38A5 as one of the most significantly downregulated genes following melatonin treatment. Consistent with disruption of glutamine-dependent metabolic adaptation, melatonin treatment was associated with increased ROS accumulation and altered NADPH/NADP⁺ redox status under anchorage-independent conditions. Notably, elevated SLC38A5 expression was associated with poorer clinical outcomes in patients with bone cancer. Functional analyses revealed that pharmacological inhibition of SLC38A5 markedly impaired anoikis resistance, at least in part through suppression of PI3K-Akt signaling. Furthermore, melatonin treatment significantly reduced lung metastasis of bone cancer cells *in vivo*, an effect that was accompanied by decreased SLC38A5 expression. Collectively, our findings uncover a previously unrecognized role of melatonin in disrupting glutamine-dependent redox adaptation required for anchorage-independent survival, thereby sensitizing bone cancer cells to anoikis and limiting metastatic progression. By linking metabolic transport, redox buffering capacity, and metastatic competence, this study highlights melatonin and SLC38A5 as potential therapeutic targets in osteosarcoma and chondrosarcoma.

## Materials and Methods

### Anoikis resistance

Bone cancer cells (5 × 10^4^/well) were plated in 24-well plates coated with poly-HEMA to prevent adhesion and maintained for 24 h. Cells were then exposed to melatonin at concentrations of 0.1, 0.3, or 1 mM for a period of three days. Cell aggregates were visualized by z-stack imaging using an ImageXpress Pico Automated Imaging System (Molecular Devices, USA). The aggregates were then collected, enzymatically dissociated with trypsin, and viable cell numbers were determined using 0.4% trypan blue exclusion 15, 16. Data are shown as the percentage of viable cells compared to untreated controls.

### Soft agar colony formation assays

Three-dimensional growth was evaluated using a soft agar assay in which 1 × 10³ cells were suspended in 0.3% agarose (Invitrogen) supplemented with or without melatonin (0.1-1 mM). Wells were overlaid with 1 mL of complete growth medium, which was replenished every three days. After 21 days, colonies were stained using MTT and visualized by z-stack imaging with an ImageXpress Pico Automated Imaging System (Molecular Devices, USA). Colony growth was subsequently quantified using ImageJ.

### Bioinformatic analysis

Total RNA was extracted from JJ012 and 143B cells treated with or without melatonin (1 mM) under detachment conditions for RNA sequencing (RNA-Seq). The transcriptome sequencing process involved RNA extraction and quality control (QC), followed by library construction and purification, library QC and quantification, cluster generation, and finally high-throughput sequencing. Differentially expressed genes (DEGs) were defined using the thresholds of |log₂(fold change)| ≥ 0.58 and an adjusted *p*-value (false discovery rate, FDR) < 0.05. These DEGs were subsequently uploaded to the Database for Annotation, Visualization and Integrated Discovery (DAVID) and QIAGEN Ingenuity Pathway Analysis (IPA) for functional enrichment analysis 17, 18.

The published GSE184118 dataset comprises single-cell RNA sequencing (scRNA-seq) data from chondrosarcomas of varying histological grades, as well as from enchondroma (a benign cartilage tumor) and chondroblastic osteosarcoma. Gene expression levels of SLC38A5 and GLS were analyzed and visualized using Loupe Browser software.

### Molecular docking

The three-dimensional structure of human SLC38A5 (AF-Q8WUX1-F1) was obtained from the AlphaFold Protein Structure Database. The structure of melatonin was retrieved from the Protein Data Bank (PDB ID: 5I8F). Molecular docking was performed using the CDOCKER module implemented in BIOVIA Discovery Studio 2022 (DS2022). The top-ranked binding pose was selected based on the CDOCKER interaction energy score. Protein-ligand interactions were further analyzed and visualized using the 2D interaction diagram and 3D visualization tools in DS2022.

### Glutamine assay

Cells were harvested, lysed, and prepared for glutamine quantification using the Glutamine Detection Assay Kit (ab197011; Abcam, Cambridge, UK) following the manufacturer's protocol. Briefly, clarified lysates were incubated with the supplied reagents, and glutamine levels were measured colorimetrically using a standard curve generated in parallel. To account for variations in cell number and protein yield, glutamine content was normalized to each sample's total protein concentration, determined by the bicinchoninic acid assay. Data were expressed as relative glutamine uptake compared with control groups.

### Seahorse XFe24 Mito stress assay

Bone cancer cells (1 × 10^4^) were seeded onto Seahorse XF microplates and incubated overnight after 3 days of suspension culture. Cells were pre-equilibrated for 1 h in Seahorse XF Assay Medium supplemented with 10 mM glucose, 1 mM sodium pyruvate, and 2 mM glutamine under CO₂-free conditions at 37 °C. Mitochondrial respiration was subsequently measured using a Seahorse XF Analyzer (Agilent) following sequential injections of oligomycin (1 µM), FCCP (1 µM), and rotenone/antimycin A (0.5 µM). Oxygen consumption rate (OCR) values were obtained and analyzed with Wave software (Agilent) 19.

### Intracellular ROS measurement

Bone cancer cells (5 × 10^4^) were cultured under anchorage-independent conditions and treated with melatonin (1 mM) for 3 days. To assess the functional role of SLC38A5, parallel experiments were performed in cells with or without SLC38A5 overexpression. Intracellular reactive oxygen species were detected using either 5,6-carboxy-2',7'-dichlorofluorescein diacetate (DCFDA / H2DCFDA - Cellular ROS Assay Kit; Abcam, ab113851). Cells were incubated with 10 μM DCFDA at 37 °C in the dark for 1 h. Following incubation, cells were lysed in RIPA buffer, and fluorescence intensity was quantified using a microplate reader with excitation/emission wavelengths set at 485/535 nm. Fluorescence values were normalized to total protein content to account for variations in cell number.

### NADPH/NADP+ assay

Melatonin-treated suspension bone cancer cells, with or without SLC38A5 overexpression, were collected to measure total NADP and NADPH levels using the NADP/NADPH Assay Kit-WST (Dojindo, N510) according to the manufacturer's manual.

### Transfection

In order to create cell lines that overexpress SLC38A5, JJ012 and 143B cells were utilized, Lipofectamine 2000 from Thermo Fisher Scientific Inc., Illinois, USA, transfected with 1 μg/μL of either a control pcDNA3.1(+) vector or a pcDNA3.1(+) construct encoding SLC38A5 (MD Bio Inc., Montgomery County, MD, USA). Geneticin at 200 μg/mL (G418; Life Technologies) was applied to select cells 24 h post-transfection under standard culture conditions. Stable clones were subsequently isolated following the procedure outlined in our prior study 15.

### Animal model

To further investigate the *in vivo* role of melatonin in bone cancer lung metastasis, 5 × 10^6^ cells of JJ012 and 2 × 10^5^ cells of 143B stably expressing luciferase (Luc) were injected into the tibia of 6-week-old CAnN.Cg-Foxn1nu/Crl (BALB/c Nude) male mice (approximately 22 grams each). One week later, all the mice were randomly assigned to three groups (6 mice per group; sample size was determined based on similar previous studies 15, 20). Melatonin was administered by intraperitoneal (IP) injection three times a week at low (20 mg/kg) or high (60 mg/kg) doses, or phosphate-buffered saline (PBS) as vehicle, at the same frequency. Approximately eight weeks post-treatment, tumor growth in the tibia was monitored using a Xenogen IVIS Imaging System 200 (PerkinElmer, Waltham, MA, USA). Mice were subsequently euthanized by CO₂ inhalation, and lung and blood samples were collected for analysis of metastatic burden. The mice were maintained under anesthesia with 1.5% isoflurane during the experiment and housed under specific pathogen-free conditions with free access to food and water under a 12 h light/dark cycle. Humane endpoints were predefined, and animals were euthanized if tumor burden exceeded 10% of total body weight, if tumor growth impaired mobility, or if body weight decreased by more than 25% relative to baseline.

### Immunohistochemistry (IHC) staining

The OS805a tissue array (US Biomax; Rockville, MD, USA) was processed following an optimized protocol adapted from our protocol in the previous publication 15. In brief, paraffin was removed from the sections using xylene, after which the samples were rehydrated through a descending ethanol gradient. Antigen retrieval was performed using a citrate-based retrieval buffer, and endogenous peroxidase activity was neutralized. Sections were then incubated overnight at 4 °C with the primary anti-SLC38A5 antibody (1:50 dilution). The following day, a secondary antibody was applied for 30 min. Signal detection was carried out using 3,3'-diaminobenzidine (DAB), followed by counterstaining with hematoxylin, graded dehydration, and coverslip mounting. SLC38A5 expression levels were scored according to the previously reported evaluation criteria 15, 20.

### Statistical analysis

All quantitative analyses were performed using GraphPad Prism software (version 10.3.1). For pairwise comparisons, statistical significance was evaluated using the Student's *t*-test. Analyses involving more than two groups were conducted with one-way ANOVA, and Tukey's multiple comparison procedure was applied as a post hoc test. Data are expressed as mean ± standard deviation (SD) derived from a minimum of three independent experiments. *p* < 0.05 indicates a statistically significant difference.

## Results

### Melatonin inhibits bone cancer cell anoikis resistance and metastasis progression

Several different signaling pathways were shown to differ significantly between floating and adherent cells 21. Previous studies have indicated that melatonin exerts anticancer effects via several pathways 13, 14; however, its inhibitory role on aggregate bone cancer cells remains unclear. To examine the anoikis resistance and anchorage-independent inhibition of melatonin in bone cancer, chondrosarcoma cells (JJ012, SW1353) and osteosarcoma cells (143B, MG63) were treated with melatonin in different doses (0.1, 0.3, 1 mM) 15. Melatonin markedly suppressed cell growth and anoikis resistance across all cell lines in a dose-dependent manner (Fig. 1A-D). Anoikis resistance characterizes oncogenic epithelial-mesenchymal transition (EMT) and is essential for metastasis 7. The reduction of Vimentin and augmentation of E-cadherin expression by different doses of melatonin in both chondrosarcoma and osteosarcoma cell lines (Fig. 1E) suggested that melatonin may suppress EMT-like phenotypic plasticity in bone cancer cells. The activation of caspase-3 induces distinct alterations in the morphology and biochemistry of apoptotic cells, recognized as the hallmarks of apoptosis 22. The cleaved Caspase-3 expression in the melatonin-treated groups was significantly increased, indicating that melatonin reverses the anoikis resistance ability by inducing apoptosis of bone cancer cells, as shown in Figure 1E. Therefore, melatonin may serve as a potential therapeutic agent against bone cancer cell anoikis resistance and metastasis.

### Glutamine metabolism contributes to bone cancer anoikis resistance

To elucidate the potential mechanisms underlying the functional effects of melatonin in suspension state, JJ012 and 143B cells treated with 1 mM melatonin from suspension culture were subjected to RNA sequencing. 

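JJ012 is a human chondrosarcoma cell line and 143B is a human osteosarcoma cell line. For each line there was 1 control library and 1 library from cells treated with 1 mM melatonin in suspension for 3 days, which the sample labels give as 72 h. The libraries were made from poly(A)-selected RNA and sequenced as paired ends. For each of 61806 genes, the authors deposited the counts per library without normalization, the exonic length of the gene, and the FPKM, which are the counts normalized to the exonic length of the gene and to the total counts of the library. The total was 19218343 counts in the JJ012 control, 16143700 counts in melatonin-treated JJ012, 15889564 counts in the 143B control and 17164824 counts in melatonin-treated 143B. Between 13198 and 14477 genes per library reached 1 FPKM. Mitochondrially encoded genes took 6.78% of the counts in the JJ012 control and 4.35% after melatonin, and 1.63% of the counts in the 143B control and 2.46% after melatonin. The 50 genes with the most counts took 18.6% of the JJ012 control library and between 14.3% and 15.0% of each of the other libraries.
There were no replicates, so a difference between control and melatonin could not be set against the spread between cultures. The log2 fold change of a gene was taken as the log2 of (FPKM with melatonin + 1) over (control FPKM + 1). This pseudocount of 1 understates the change of genes with low FPKM. Genes were tested when they had at least 1 FPKM in at least 1 of the 2 libraries of the cell line. They were counted as changed at an absolute log2 fold change of at least 0.58, which is the fold threshold of the paper, without the FDR that the paper also applied. For single genes, the ratio of the counts normalized to the library totals (CPM) was also taken, with its exact (Clopper-Pearson) 95% interval. The interval covers counting error only, since reads copied by PCR are not independent molecules. A library with 3 counts or fewer of a gene was treated as being at the floor, which corresponded to between 0.156 and 0.189 CPM. A fold change against such a library was computed as a lower bound. For a set of genes, the median log2 fold change was placed among the medians of 10000 random lists of the same size, matched on mean expression. The percentile describes these libraries and does not test the conditions.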

The analysis indicates multiple genes with significant differences changed by melatonin (Fig. 2A). 

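In JJ012, 3102 of the 15794 tested genes rose and 2934 fell after melatonin. In 143B, 861 of the 14135 tested genes rose and 940 fell. By the gene types of GENCODE 29, 64.7% of the changed genes were protein-coding in JJ012 and 36.8% in 143B. Of the tested protein-coding genes, 33.9% changed in JJ012 and 6.09% in 143B. Of the other tested genes, 50.0% changed in JJ012 and 35.0% in 143B. Across protein-coding genes, which are not independent replicates, the log2 fold change was correlated with exonic length, with a Spearman correlation of 0.40 in JJ012 and -0.13 in 143B. With GC content, the Spearman correlation was -0.31 in JJ012 and 0.10 in 143B. The medians of gene sets below were corrected for length alone, not for GC content.
The number of changed genes moved most with edgeR's exact test on the counts, an assumed biological coefficient of variation of 0.4, TMM normalization and an FDR criterion, chosen after seeing the data: 37 genes passed in JJ012 and 0 genes in 143B. Such a test compares the libraries, not the conditions. With each library rescaled to TPM, the median gene of JJ012 moved by 0.21 on the log2 scale. Of the changed genes of JJ012, 62.4% were then higher after melatonin, against 51.4% with the FPKM as deposited. With CPM the share was 45.7%, so whether rises or falls were more numerous in JJ012 depended on the scaling.
Among protein-coding genes with at least 5 FPKM in JJ012, the 3 with the largest rise were GDF15, SLC7A2 and SPIRE1. GDF15 rose from 13.81 to 188.41 FPKM (554 and 6348 counts). SLC7A2 rose from 183 to 1812 counts, and SPIRE1, which overlaps PSMG2 on the other strand, from 13.06 to 95.73 FPKM. The 3 with the largest fall in JJ012 were NMU, from 751 to 16 counts, TNNT3, from 19.55 to 0.25 FPKM, and CLEC3B, which overlaps EXOSC7 on its own strand, from 111.30 to 6.10 FPKM. In 143B, the largest rises included those of MMP10, from 7.76 to 42.49 FPKM, and MT1E, from 16.87 to 52.67 FPKM. MT1E belongs to the metallothionein family of similar genes, so that reads could have been split between genes in the counting. The largest falls in 143B were those of CYP1B1, from 18.92 to 3.02 FPKM, S100A2, from 9.12 to 1.13 FPKM, and DCDC2C, from 9.19 to 1.31 FPKM.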

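A total of 11822 genes were tested in both cell lines. Of these, 137 rose in both lines after melatonin, against 120 expected if the changes of the lines were independent, and 158 fell in both, against 72.7 expected. Another 137 genes rose in JJ012 and fell in 143B, with 104 expected, and 108 genes fell in JJ012 and rose in 143B, with 84.6 expected. In all, 295 genes changed in the same direction and 245 in opposite directions. The number that rose in both was below the expected one with CPM (204 against 214 expected), with at least 5 FPKM (32 against 43.9) and with protein-coding genes alone, chosen after seeing the data (50 against 62.4), while the number that fell in both was above it in these settings (303 against 141, 44 against 19.4 and 82 against 29.4). Across the 11822 genes, the log2 fold changes of the cell lines had a Pearson correlation of 0.024 and a Spearman correlation of 0.00825. Each line had its own control, so the lines share no library. The number of genes that changed in the same direction ranged from 0, with an assumed coefficient of variation of 0.4 and the FDR criterion, to 1256 with TPM.
Among protein-coding genes with at least 5 FPKM in at least 1 library of each line, those with the largest rise in both lines were GADD45A, TOP1, MYO10, TP53INP2 and WDCP, ranked by the smaller of their log2 fold changes. GADD45A (ENSG00000116717, chromosome 1) rose from 61.36 to 136.28 FPKM in JJ012 and from 27.10 to 58.71 FPKM in 143B. By CPM, its change was 2.22-fold in JJ012 and 2.17-fold in 143B. TP53INP2 overlaps NCOA6 on the other strand. The genes with the largest fall in both were CCL26, CA9, S100A2, LAMB3 and TIMP4. CA9 (ENSG00000107159, chromosome 9) fell from 166.0 to 14.54 FPKM in JJ012 (5098 and 375 counts) and from 5.55 to 1.82 FPKM in 143B (141 and 50 counts). CCL26 fell by 1.25 on the log2 scale in JJ012 and by 1.93 in 143B, with 81 counts or fewer in each library. LAMB3 had a log2 fold change of -2.12 in JJ012 and -0.88 in 143B. TIMP4 had -1.37 in JJ012 and -0.85 in 143B, and it overlaps SYN2 on the other strand. The log2 fold change of S100A2 was -1.18 in JJ012. NMU, which fell in JJ012, also fell in 143B, from 4.84 to 0.48 FPKM (75 and 8 counts), a log2 fold change of -1.98, and was left out of this ranking by the limit of 5 FPKM.

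**Figure D1:**
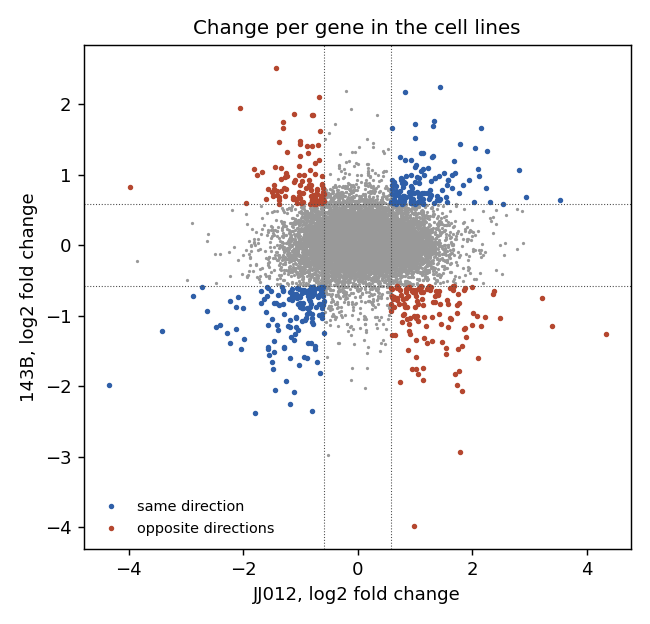
Each point is a gene tested in both cell lines, with its log2 fold change in JJ012 on the horizontal axis and in 143B on the vertical axis. The dotted lines mark 0.58 in either direction, the 295 genes changed in the same direction are blue, and the 245 changed in opposite directions are red.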

A total of 596 overlapping genes (228 upregulated and 368 downregulated) were identified between the two cell lines (Fig. 2B). Functional pathway analysis using Ingenuity Pathway Analysis (IPA) revealed that melatonin treatment was associated with significant inhibition of pathways related to cell movement, migration, and invasion, as well as cell survival and viability (Fig. 2C). In contrast, apoptosis-related pathways were predicted to be activated. Moreover, KEGG pathway enrichment analysis using DAVID demonstrated that the DEGs were predominantly enriched in metabolic and cancer-related pathways (Fig. 2D). 

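The pathway tool of the paper was not run here. The terms of the Gene Ontology that the authors' table gives for each gene were used for the same functions. All tested genes of a term were taken, whereas the legend of Fig. 2C names significantly down-regulated genes as the input. The 184 tested genes of the term cell migration had a median log2 fold change of 0.05 in JJ012 (95% interval of the median, -0.08 to 0.19), at percentile 89.4 of random lists, and of -0.04 in 143B, at percentile 2.13, which was -0.05, at percentile 8.15, with the trend over gene length removed. Genes of positive regulation of cell migration had a median of -0.03 in JJ012 (percentile 35.2) and 0.04 in 143B (percentile 79.1). The value in 143B became -0.02 with TPM, which moved the median gene of 143B from 0.026 to -0.027. Genes of negative regulation of cell migration had a median of 0.22 in JJ012, at percentile 99.3, which was 0.06, at percentile 80.4, once the trend with gene length was removed. In 143B their median was 0.02, at percentile 44.6. For chemotaxis, the median was -0.22 in JJ012 (percentile 2.51) and -0.05 in 143B (percentile 10.8), and for leukocyte migration it was 0.29 (percentile 91.5) and -0.03 (percentile 31.4).
In a written list of migration and invasion genes, 12 of the 35 tested genes fell and 5 rose in JJ012, with a median of -0.21 at percentile 28.0. In 143B, 1 of the 37 tested genes fell and 5 rose, with a median of 0.03 at percentile 83.8. With the length trend removed, the median in JJ012 was -0.32, at percentile 1.49. EMT markers had a median of -0.22 in JJ012 (percentile 27.9) and -0.17 in 143B (percentile 3.73). Apart from cell migration in 143B and negative regulation of cell migration in JJ012, the medians given without correction for length lay within the range of the central 95% of random lists.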

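The 423 tested genes of the term apoptotic process had a median log2 fold change of 0.10 in JJ012 (95% interval of the median, 0.02 to 0.17), at percentile 98.3 of random lists. With the length trend removed, it was 0.06, at percentile 86.8. In 143B the median of 409 genes was 0.02, at percentile 47.4, and it was below 0 when the fold changes were centred on the median gene or computed from TPM. Genes of positive regulation of apoptotic process had a median of 0.08 in JJ012 (percentile 89.6) and 0.01 in 143B (percentile 28.1). For negative regulation of apoptotic process, the median was -0.01 in JJ012 (percentile 45.0) and -0.02 in 143B (percentile 2.94). The value in JJ012 became 0.26 with TPM, which also raised the median gene of that line. A written list of pro-apoptotic genes had a median of -0.01 in JJ012 (percentile 36.6) and 0.13 in 143B (percentile 88.0). The list of anti-apoptotic genes, which bears on cell survival, had a median of 0.45 in JJ012 (percentile 94.9) and -0.04 in 143B (percentile 30.7). Targets of p53 had a median of 0.16 in both lines, at percentile 74.6 in JJ012 and 91.6 in 143B.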

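The share of changed genes was computed for the KEGG pathways of Fig. 2D, from the pathway names in the authors' table, and divided by the share among all annotated genes that passed the filter. The pathways were not limited to protein-coding genes. In JJ012, the largest enrichments were those of ECM-receptor interaction, with 33 of 62 genes changed (1.57-fold), Complement and coagulation cascades, with 20 of 42 genes, and RNA polymerase, with 16 of 37 genes (1.27-fold). In 143B, 12 of the 65 tested genes of ECM-receptor interaction (2.40-fold) and 5 of the 28 of Complement and coagulation cascades (2.32-fold) changed, followed by Small cell lung cancer (1.99-fold) and p53 signaling pathway (1.88-fold). The last pair of pathways had enrichments of 1.01-fold and 1.03-fold in JJ012. In Metabolic pathways, 414 of 1277 tested genes changed in JJ012 (0.954-fold) and 104 of 1142 in 143B (1.18-fold). In Pathways in cancer, 146 of 430 genes changed in JJ012 (0.999-fold) and 34 of 417 in 143B (1.06-fold). Purine metabolism had enrichments of 0.883-fold in JJ012 and 1.17-fold in 143B, and ABC transporters of 0.841-fold in JJ012. In 143B, 2 of the 20 tested genes of ABC transporters changed. RNA polymerase had 1.14-fold in 143B, from 3 of 34 genes. No gene of the table carries the pathway name Motor proteins. With all tested genes as the background, Metabolic pathways had 0.848-fold in JJ012 and 0.715-fold in 143B.
By direction, genes of Complement and coagulation cascades had a median log2 fold change of -0.53 in JJ012, below the 10000 random lists, and 0.07 in 143B (percentile 80.0). Purine metabolism had -0.20 in JJ012 (percentile 0.080) and 0.01 in 143B (percentile 33.3). RNA polymerase had -0.04 in JJ012 (percentile 25.9) and 0.28 in 143B, above the random lists.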

Glucose and glutamine are among the most rapidly consumed nutrients in cancer cells and serve as the two primary carbon sources, both feeding into the tricarboxylic acid (TCA) cycle to support energy production 11, 23. Therefore, we investigated which nutrient resources contribute to the anoikis-resistant abilities of bone cancer cells. In comparison to glucose, glutamine is more essential for the survival of chondrosarcoma and osteosarcoma cells in suspension, as shown in Figure 2E. Interestingly, cultured cells in detachment conditions with different glutamine concentrations with or without melatonin indicated that glutamine significantly promotes bone cancer cell anoikis resistance and reverses the inhibition effect of melatonin (Fig. 2F). These findings highlight the potential role of glutamine in modulating anoikis resistance in cancer, warranting further investigation into its mechanisms and potential therapeutic implications.

### Melatonin suppresses SLC38A5 and glutamine metabolism in chondrosarcoma and osteosarcoma

Upregulation of glutamine transporters, including members of the SLC1, SLC7, and SLC38 families, is essential for cancer cells to sustain an increased demand for glutamine uptake from the extracellular milieu 11, 24. Our RNA-seq analysis revealed that melatonin significantly altered the expression of multiple glutamine transporters in bone cancer cells. Among these, SLC38A5 was prioritized for further investigation due to its consistent and marked downregulation across both JJ012 and 143B cell lines relative to other glutamine transporters (Fig. 3A). 

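Fig. 3A of the paper shows 11 glutamine transporters. In JJ012, SLC7A5 rose from 9.22 to 19.75 FPKM (844 and 1519 counts), 2.14-fold higher by CPM, SLC38A9 from 1.86 to 3.74 FPKM, a log2 fold change of 0.73, and SLC38A2 from 73.62 to 115.09 FPKM, a log2 fold change of 0.64. SLC1A5 rose by 0.45, below the threshold. SLC38A3 fell from 1.38 to 0.08 FPKM (105 and 5 counts) in JJ012, a log2 fold change of -1.14 and 17.6-fold lower by CPM. SLC6A14 had 7 and 18 counts in JJ012, 3.06-fold higher by CPM, and its log2 fold change with the pseudocount was 0.21. SLC7A8 and SLC38A7 changed by 0.09 and 0.18. SLC38A1 had 3 counts in each JJ012 library, so no change could be measured.
In 143B, no transporter of the 11 reached the threshold of 0.58 on this scale. SLC38A1 fell from 20.19 to 13.48 FPKM (3213 and 2318 counts), a log2 fold change of -0.55, and SLC7A5 had -0.28. SLC38A2, the most abundant, had 225.67 and 224.28 FPKM, a ratio within its counting error. SLC38A3 had 37 and 32 counts, and the 95% interval of its log2 ratio of CPM, -1.05 to 0.40, included 0. The intervals of SLC1A5, SLC38A7 and SLC38A9 in 143B also included 0. SLC7A8 had a log2 fold change of -0.27 there. SLC6A14 had at most 1 count in the 143B libraries, and SLC6A19 at most 2 counts in every library, so neither could be compared. As a list, the transporters had a median log2 fold change of 0.32 in JJ012 (percentile 89.8) and -0.04 in 143B (percentile 35.8).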

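SLC38A5 (ENSG00000017483) lies on the minus strand of chromosome X from 48458537 to 48470260, by the authors' positions, which are those of GRCh38 for most genes shared with GENCODE 29, and overlaps no other gene of the authors' table. In JJ012 it had 835 counts in the control and 143 after melatonin, which is 10.82 and 2.21 FPKM. Its log2 fold change was -1.88 on the FPKM scale. By CPM it was 4.90-fold lower, and the log2 ratio was -2.29 with a 95% interval of -2.56 to -2.04. In 143B it had 29 counts in the control and 2 after melatonin, which is 0.45 and 0.03 FPKM. These values lie below the filter of 1 FPKM. With the pseudocount the log2 fold change was -0.49, under the threshold. Since the melatonin library was at the floor, by CPM SLC38A5 was at least 10.4-fold lower in 143B with the 29 control counts taken as exact. The log2 ratio of the counts as they stand was -3.97 with an interval of -7.08 to -1.99, so that counting error allows a fall as small as 3.96-fold. The difference in 143B was larger than its counting error, but it rests on 29 and 2 counts. With a pseudocount of 0.1 FPKM, the log2 fold changes were -2.24 in JJ012 and -2.08 in 143B.
SLC38A5 was the single transporter of Fig. 3A whose log2 ratio lay below 0 with its whole interval in both cell lines. In JJ012, the ratio of SLC38A3 by CPM was lower than that of SLC38A5, and their intervals did not overlap, while with the pseudocount of 1 FPKM SLC38A5 had the lower value (-1.88 against -1.14). From the fall of SLC38A5 after melatonin in both lines relative to other glutamine transporters, the paper chose it for further investigation.

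**Figure D2:**
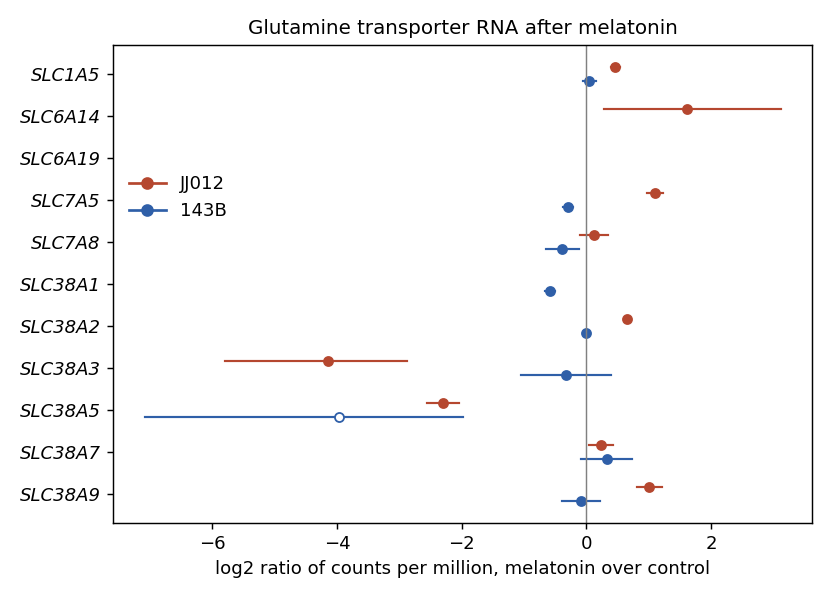
Log2 ratio of CPM, melatonin over control, for each transporter of Fig. 3A, with JJ012 in red and 143B in blue. Points are single libraries compared with their control, lines are 95% intervals from counting error, and the open circle marks SLC38A5 in 143B, whose melatonin library had 2 counts. Genes with 3 counts or fewer in both libraries of a line have no point.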

Melatonin-mediated suppression of SLC38A5 at both the mRNA and protein levels was validated in JJ012 and 143B cells (Fig. 3B). Given that SLC38A5 functions as a glutamine transporter, we employed a glutamine assay to assess whether SLC38A5 regulates glutamine utilization in chondrosarcoma and osteosarcoma cells. Consistent with this, glutamine levels were dose-dependently reduced in bone cancer cells following melatonin treatment (Fig. 3C). After entering the cell, glutamine undergoes a series of metabolic reactions within the mitochondria, which are integral to mitochondrial function and essential for various cellular processes 25. To investigate the effects of melatonin on mitochondrial activity, we treated cells with melatonin and assessed mitochondrial function using the Seahorse XFe24 Analyzer by measuring the oxygen consumption rate (OCR), providing insights into cellular bioenergetics. Acute melatonin treatment resulted in a rapid decline in key mitochondrial function parameters, including the basal OCR and maximal respiratory capacity (Fig. 3D). To further assess whether melatonin inhibits glutamine metabolism in bone cancer cells, we examined glutaminase (GLS) expression, a key enzyme in glutamine metabolism that is highly expressed in bone cancer, including chondrosarcoma and osteosarcoma patient samples (Supplementary Fig. S1). As expected, melatonin reduced GLS protein expression and mRNA level (Fig. 3E) in both JJ012 and 143B cells.

Reactive oxygen metabolites are crucial for sustaining cancer cell metabolism, genetic instability, proliferation, and angiogenesis. Moreover, reactive oxygen species (ROS) function as signaling molecules that might enhance cell survival at the expense of apoptosis 26. Consistent with this notion, JJ012 and 143B cells exhibited elevated intracellular ROS levels under anchorage-independent conditions compared with their adherent control cultures (Fig. 3F). Contrary to its classical antioxidant role, prolonged melatonin treatment further increased ROS accumulation in bone cancer cells cultured in suspension relative to untreated controls (Fig. 3G). To determine whether these changes in ROS were accompanied by alterations in redox buffering capacity, we next examined the NADPH/NADP⁺ ratio. Notably, melatonin treatment under suspension conditions was associated with a significant reduction in the NADPH/NADP⁺ ratio in both JJ012 and 143B cells (Fig. 3H), suggesting impaired cellular redox buffering. Together, these results indicate that melatonin-induced ROS accumulation in anchorage-independent bone cancer cells is accompanied by diminished NADPH availability. All these findings prompted us to further investigate the involvement of SLC38A5, a glutamine transporter, in melatonin-associated redox alterations and anoikis resistance in bone cancer cells.

We next examined the role of SLC38A5 in melatonin-mediated regulation of anoikis resistance in bone cancer cells. Overexpression of SLC38A5 markedly attenuated the inhibitory effects of melatonin on anoikis resistance, intracellular glutamine levels, and glutamine metabolism in both chondrosarcoma and osteosarcoma cell lines (Fig. 4A-E). Notably, SLC38A5 overexpression did not appreciably reduce basal ROS levels under anchorage-independent conditions, where oxidative stress is intrinsically elevated. However, restoration of SLC38A5 expression partially reversed melatonin-associated ROS accumulation and NADPH/NADP⁺ depletion (Fig. 4F&G). These findings indicate that melatonin suppresses anoikis resistance, metabolic adaptation, and redox homeostasis in bone cancer cells, at least in part, by downregulating SLC38A5.

### SLC38A5 has high expression in bone tumors

Some research indicated that SLC38A5 has high expression in breast cancer 27 and pancreatic adenocarcinoma 28. To investigate the SLC38A5 expression in bone tumors, we detected SLC38A5 expression in patient samples using IHC staining. The expression of SLC38A5 in chondrosarcoma tissue was compared to that in normal cartilage tissue, demonstrating that elevated levels of SLC38A5 expression correlate with higher grades and stages of the disease (Fig. 5A&B). Analysis of tissue samples by disease stage revealed that high-grade chondrosarcoma cases frequently exhibited elevated SLC38A5 expression, whereas low-grade cases predominantly showed lower expression (Fig. 5C). As shown in Fig. 5D, most high-grade tumors had high SLC38A5 levels, while a subset displayed low expression. Similarly, low-grade tumors were mostly associated with low SLC38A5 expression, with a minority showing high levels. These findings suggest a potential link between increased SLC38A5 expression and chondrosarcoma progression. Similarly, this protein shows significantly higher expression in osteosarcoma patients, as assessed by IHC staining and the TNMplot database (Fig. 5E-G). Furthermore, we used the GEO database to examine SLC38A5 expression. The GSE184118 provided the single-cell RNA-seq analysis of chondrosarcomas, osteosarcomas, and a benign. As expected, SLC38A5 is highly expressed in chondrosarcoma and osteosarcoma clusters (Fig. 5H&I). These results support the contention that SLC38A5 appears as a potential candidate to contribute to bone cancer progression.

### Melatonin induces bone cancer cells anoikis by targeting the PI3K and Akt pathway

KEGG pathway enrichment analysis revealed that the PI3K-Akt and Rap1 signaling pathways were among the most significantly enriched pathways following melatonin treatment, as determined by -log₁₀(*p*-value) ranking (Fig. 6A). 

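In the KEGG pathway PI3K-Akt signaling pathway, 113 of the 287 tested genes changed in JJ012 (47 higher and 66 lower), a 1.16-fold enrichment over annotated genes, and 27 of 260 changed in 143B (16 higher and 11 lower), a 1.35-fold enrichment. In Rap1 signaling pathway, 55 of 160 genes changed in JJ012 (1.01-fold) and 15 of 154 in 143B (1.26-fold). The enrichments of Ras signaling pathway were 1.01-fold in JJ012 and 1.22-fold in 143B, and those of Apelin signaling pathway were 0.918-fold and 1.14-fold. With all tested genes as the background, PI3K-Akt signaling pathway had 1.03-fold in JJ012 and 0.815-fold in 143B. No p-value was computed for these enrichments, so the ranking by p of Fig. 6A was not repeated.
Genes of PI3K-Akt signaling pathway had a median log2 fold change of -0.06 in JJ012 (percentile 13.4 of random lists) and 0.02 in 143B (percentile 54.3). With TPM, which moves the median gene, the values were 0.14 and -0.04. With the trend over gene length removed, the median in JJ012 was -0.10, at percentile 1.57 and so below the central 95% of random lists, and that in 143B was -0.0065, at percentile 63.7. Rap1 signaling pathway had 0.08 in JJ012 (percentile 92.7), which was -0.05 (percentile 27.5) with the length trend removed, and -0.03 in 143B (percentile 5.47). The medians were 0.14 (percentile 98.6) and -0.03 (percentile 4.78) for Ras signaling pathway, and the former was 0.05 (percentile 82.3) with the length trend removed. For Apelin signaling pathway they were 0.08 (percentile 80.6), which became -0.13 (percentile 2.48) with the same removal, and 0.02 (percentile 46.9), the latter -0.03 with TPM.
Of the genes for PI3K and Akt themselves, AKT1 had a log2 fold change of -0.50 in JJ012 and 0.04 in 143B, and AKT2 had -0.17 and -0.06. With TPM, AKT2 in JJ012 was 0.07. PIK3CA rose by 0.73 in JJ012, above the threshold, and had -0.03 in 143B. PIK3CB, PIK3CD, PIK3R1 and PIK3R3 had between 0.16 and 0.46 in JJ012 and between -0.14 and 0.37 in 143B. PIK3R2 had -0.21 in JJ012 and -0.18 in 143B, with 49 counts or fewer per library. A list of core PI3K-Akt genes had a median of 0.37 in JJ012 (percentile 94.4), 0.06 with the length trend removed, and 0.06 in 143B (percentile 65.1). These are RNA levels and do not measure phosphorylation.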

Notably, shared components within the PI3K-Akt axis suggest a central role of this pathway in mediating melatonin-induced effects. The data in Figure 6B indicate that treating JJ012 and 143B cells with melatonin decreased PI3K and Akt phosphorylation and SLC38A5 expression dose-dependently. To investigate the regulatory effect of melatonin on SLC38A5 expression, we treated JJ012 and 143B cells with melatonin, SC3036 (PI3K activator), and SC79 (Akt activator), alone or in combination. Activation of the PI3K-Akt pathway induced SLC38A5 expression and anoikis resistance, whereas co-treatment with melatonin attenuated this induction (Fig. 6C-E). Since SLC38A5 is primarily involved in glutamine transport in tumor cells 25, we investigated whether melatonin directly interacts with SLC38A5. Molecular docking analysis predicted a binding interaction between melatonin and SLC38A5, with a docking energy value of -31.4458 kcal/mol, suggesting a potential direct association (Fig. 6F). Although these findings are based on *in silico* prediction, they raise the possibility that melatonin may, at least in part, modulate anoikis resistance and metastatic potential in bone cancer through regulation of SLC38A5 and the PI3K-Akt signaling pathway.

### Melatonin inhibits bone cancer lung metastasis *in vivo*

To explore the* in vivo* inhibition effects of melatonin on lung metastasis, orthotopic bone cancer injection mice were administered melatonin every 3 days for a duration of 8 weeks. Our data indicated that while melatonin treatment did not significantly affect the growth of primary osteosarcoma tumors (Fig. 7A & Supplementary Fig. S2), it markedly suppressed lung metastasis in both chondrosarcoma and osteosarcoma groups, particularly at the high dose by the significant reduction of metastatic nodules (Fig. 7B). Consistently, bioluminescence imaging revealed a substantial decrease in metastatic tumor burden in the lungs of melatonin-treated mice, as indicated by reduced total photon flux in both cancer models (Fig. 7C). Immunohistochemical analysis further demonstrated a dose-dependent decrease in SLC38A5 protein expression in lung metastatic lesions in response to melatonin treatment (Fig. 7D). To confirm the melatonin-induced anoikis effect *in vivo*, we analyzed human SLC38A5 mRNA levels in mouse blood samples. The results demonstrated a consistent downregulation of SLC38A5 mRNA in the melatonin-treated group compared to the control group (Fig. 7E). These findings suggest that melatonin suppresses anoikis resistance in bone cancer and inhibits metastasis to the lungs by downregulating SLC38A5 expression in animal model.

## Discussion

Primary bone cancer, although rare, is associated with significant morbidity and mortality 1. Osteosarcoma and chondrosarcoma often arise within osseous tissue, and their lesions frequently exhibit similarities in location, appearance, and osteogenic texture. This complicates correct diagnosis and classification, and treatment options fluctuate significantly because of the varied efficacy of radiation and chemotherapy 5. There are essential indicators of a tenfold increase in the prevalence of both osteosarcoma and chondrosarcoma over the last two decades 29. Notably, approximately 15% of osteosarcoma patients and 8% of chondrosarcoma patients exhibited metastatic disease at the time of initial diagnosis 29, 30. Therefore, it is imperative to dedicate efforts toward the discovery of novel therapeutics and targets for early detection and management of primary bone cancer proliferation and metastasis. In our study, we nominate melatonin, an indolamine hormone that has been extensively investigated in the field of cancer research. Although melatonin's individual inhibitory effects are observed in both chondrosarcoma and osteosarcoma 14, 15, this is the first time identifying its common molecular targets is essential for a comprehensive understanding and potential therapeutic application in bone sarcomas and other types of sarcoma.

Anoikis is a vital inhibitory process that halts cancer metastasis. Investigating the molecular mechanisms that enable cells to evade anoikis will provide critical insights into the biology of metastasis and support the development of therapies aimed at preventing tumor cell survival and colonization at distant sites 7. In recent years, the investigation of dysregulated amino acid metabolism pathways in sarcomas has attracted heightened interest, revealing promising new insights into pathways that may represent tumor-specific vulnerabilities 31. Endo *et al.* showed that aggressive cancer cell lines preferentially utilize glutamine over glucose to sustain anchorage-independent survival 12. Despite these findings, the metabolic determinants underlying anoikis resistance in osteosarcoma and chondrosarcoma remain largely unexplored. To the best of our knowledge, our study was the first to demonstrate that bone cancer cells require glutamine rather than glucose to resist anoikis. Prior research has shown that glutamine deficiency suppresses osteosarcoma cell proliferation, and highly metastatic cells depend on glutamine as a crucial nutrient for cell growth both *in vivo* and *in vitro* 32. Moreover, glutamine metabolism has been shown to promote cisplatin resistance in chondrosarcoma cells by increasing NADPH production and limiting ROS accumulation 19. Our findings imply that glutamine contributes to osteosarcoma and chondrosarcoma cells to proliferate in suspension conditions and avoid detachment-induced cell death (Fig. 2). Therefore, the reported research and our study emphasize the important role of glutamine in bone cancer progression and metastasis.

Chondrosarcoma is generally highly resistant to radiation, whereas osteosarcoma exhibits radioresistance in certain instances 33. Existing literature suggests that glutamine, produced by skeletal muscle, may exhibit a dual role in sarcoma biology: promoting tumor growth through metabolic support and influencing the tumor's response to radiation therapy 34. Thus, pharmacological inhibition of glutamine metabolism could be viable for both chondrosarcoma and osteosarcoma treatment and may be combined with radiation therapy. Melatonin has emerged as a promising anticancer agent, demonstrating potential efficacy both as a standalone treatment and in combination with established chemotherapeutic regimens (ClinicalTrials.gov ID: NCT01858155, NCT00668707, NCT04137627). Our study indicated that melatonin inhibits bone cancer anoikis resistance and metastasis by reducing glutaminase and glutamine metabolism. Interestingly, glutaminase has elevated expression in the majority of chondrosarcoma cell lines relative to the control 35 and is associated with increased metastasis in osteosarcoma cells 32. To date, glutaminase inhibitor CB-839 is evaluated in osteosarcoma 32 and chondrosarcoma 35, and the clinical trial for a combination treatment approach in various cancer types (ClinicalTrials.gov ID: NCT03965845, NCT03163667, NCT03428217) 36, 37. Given the numerous clinical applications of melatonin as an adjuvant cancer therapy 38, we propose that a combination of melatonin, CB-839, and radiation therapy targeting glutamine metabolism may represent a promising therapeutic strategy for inhibiting bone cancer metastasis in the future.

Although melatonin is widely recognized for its antioxidant properties under physiological conditions, emerging evidence indicates that it exerts distinct redox effects at pharmacologically relevant concentrations in cancer cells 39, 40. At physiological to low pharmacological concentrations (10⁻⁸-10⁻⁶ M; nanomolar to low micromolar range), melatonin enhances intracellular antioxidant capacity by increasing glutathione levels and the activity of antioxidant enzymes, thereby reducing ROS accumulation 41. In contrast, at higher pharmacological concentrations (≥10⁻⁴-10⁻³ M; 0.1-1 mM), melatonin has been reported to induce ROS generation and promote cytotoxicity in multiple cancer models 39, 41. However, the redox consequences of melatonin treatment under anchorage-independent conditions remain incompletely understood. Peng *et al.* demonstrated that melatonin (100 µM) preserves cardiolipin integrity and protects against mitochondrial oxidative damage under conditions of mitochondrial stress, highlighting its classical antioxidant role in adherent cellular contexts in 143B cells 42. Interestingly, in our study, anchorage-independent culture was associated with elevated basal ROS levels compared with adherent conditions, and melatonin treatment at a higher dose and prolonged duration under suspension culture further augmented ROS accumulation, suggesting that cellular attachment status, together with treatment context, critically influences melatonin-induced redox responses. To our knowledge, concurrent assessment of ROS accumulation and NADPH/NADP⁺ redox status in anchorage-independent bone cancer cells following melatonin treatment has not been reported. Consistently, we observed a reduced NADPH/NADP⁺ ratio, indicating compromised redox buffering capacity, which is particularly relevant given the reliance of detached cancer cells on NADPH-producing pathways to withstand oxidative stress.

Cancer cells require an abundant supply of glutamine from the extracellular environment. To fulfill this requirement, they frequently upregulate glutamine transport systems, a process that can lead to local depletion of this nutrient 37. Within this context, the SLC38 family of transporters has been recognized as a major regulator of glutamine uptake in diverse malignancies. However, their functional significance in primary bone cancers has not been thoroughly characterized, leaving an important gap in understanding the metabolic adaptations that drive these tumors 37. SLC38A1 and SLC38A5 were indicated as potential targets in osteosarcoma cell migration 25, 43; interestingly, the role of SLC38 family transporters in chondrosarcoma was unclear. Since the latter is an invasive method and not always possible in bone sarcoma, a potential enhancement for this situation is the identification of molecular biomarkers during the early stages of the illness or even prior to its beginning 1. Our study discovered that SLC38A5 is a novel target of melatonin in osteosarcoma and chondrosarcoma (Fig. 3). Mechanistically, melatonin suppresses anoikis resistance in bone cancer cells, at least in part, through downregulation of SLC38A5 via the PI3K-Akt signaling pathway, with molecular docking analysis further suggesting a potential interaction between melatonin and SLC38A5 (Fig. 6). Moreover, the expression of SLC38A5 is positively correlated with bone cancer malignancy. Notably, restoration of SLC38A5 expression partially attenuated melatonin-induced ROS accumulation under suspension conditions, suggesting that glutamine transport contributes to redox homeostasis in anchorage-independent cells, although the precise mechanisms remain to be elucidated. Thus, SLC38A5 is crucial for melatonin-induced suppression of anoikis resistance and is a promising clinical target in primary bone cancer diagnosis. While our findings provide important insights, several limitations should be considered. First, although our data suggest a clinically relevant role for SLC38A5 in bone cancer progression, its prognostic and therapeutic significance requires further validation in larger, well-annotated patient cohorts. Second, the mechanistic insights presented here are primarily based on a limited number of bone cancer cell models, and future studies employing additional *in vitro* and *in vivo* systems will be necessary to establish the generalizability of these observations. Finally, whether therapeutic targeting of the SLC38A5-glutamine metabolic axis, alone or in combination with melatonin-based strategies, can achieve clinically meaningful efficacy remains an important question for future investigation.

## Conclusion

In summary, this study demonstrates that melatonin suppresses anoikis resistance and metastatic potential in bone cancer by inhibiting SLC38A5-dependent glutamine metabolism and PI3K-Akt signaling. Under anchorage-independent conditions, melatonin treatment is associated with disrupted redox homeostasis, as evidenced by increased ROS accumulation and a reduced NADPH/NADP⁺ ratio, effects that are partially reversed by restoring SLC38A5 expression. (Fig. 8). Collectively, these findings reveal a metabolic-redox vulnerability in bone cancer and support melatonin and SLC38A5 as potential therapeutic targets in osteosarcoma and chondrosarcoma.

## Supplementary Material

Supplementary methods and figures.

## Figures and Tables

**Figure 1:**
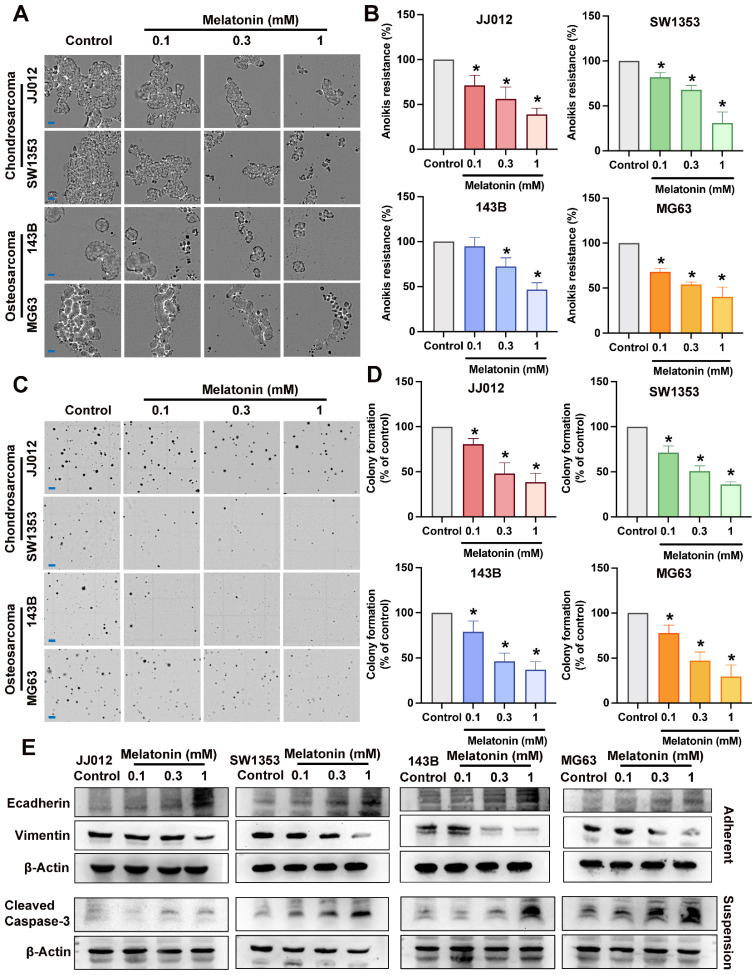
** Pharmacology of melatonin in bone cancer cell anoikis resistance and metastasis *in vitro*. (**A&B) Chondrosarcoma cells (JJ012, SW1353) and osteosarcoma cells (143B, MG63) were subjected to various concentrations of melatonin (0.1, 0.3, 1 mM) for an interval of 3 days under suspension conditions. Alive cells were calculated and expressed as a percentage of untreated control cells (scale bar = 150 µm). (C&D) Bone cancer cells were cultured in a medium with 0.3% agarose, with or without specified amounts of melatonin; clonogenicity was assessed after 21 days (scale bar = 500 µm) (E) Bone cancer cells incubated with different concentrations of melatonin (0.1, 0.3, 1 mM) for 24 h; markers associated with EMT-like plasticity (E-cadherin and Vimentin) and apoptosis marker (cleaved Caspase-3) were examined by Western blot. *p < 0.05.

**Figure 2:**
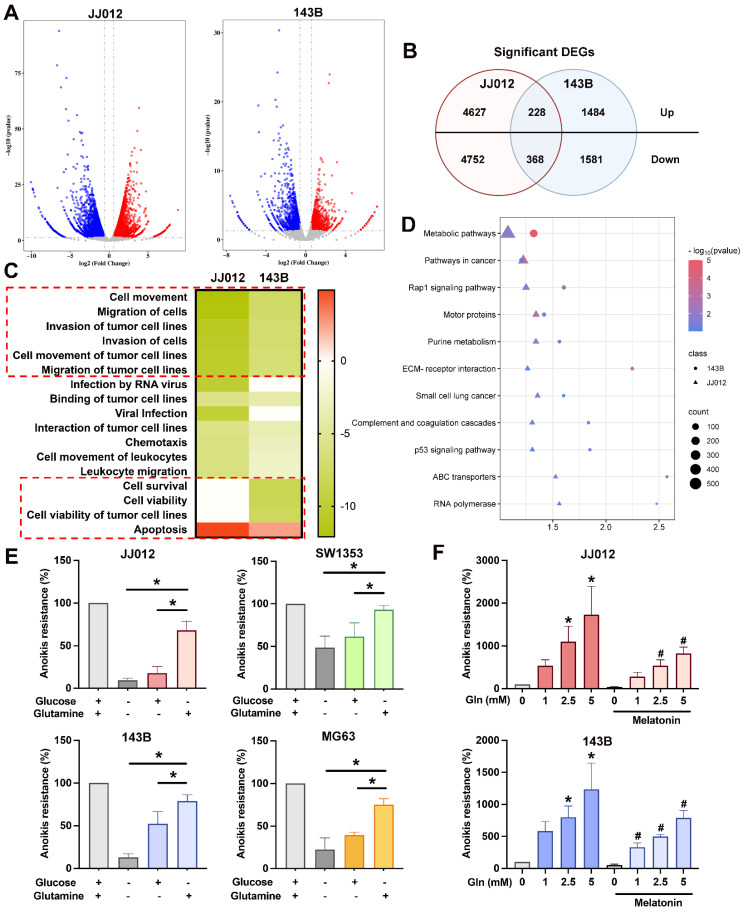
** Melatonin regulates metabolic pathways in bone cancer cell anoikis resistance.** JJ012 and 143B suspense cells were treated with melatonin (1 mM) for 3 days. (A&B) The significant difference genes were presented by the volcano plot, and similar genes were identified. (C) Histogram of diseases enriched from target genes of significantly down-regulated genes following melatonin treatment, analyzed using IPA. (D) DAVID-based enrichment analysis of DEGs identifies pathways significantly altered by melatonin. JJ012 and 143B cells were maintained in a culture medium with (E) different components or (F) different glutamine concentrations with or without melatonin (1 mM) for 3 days, and anoikis resistance abilities were analyzed. *p < 0.05.

**Figure 3:**
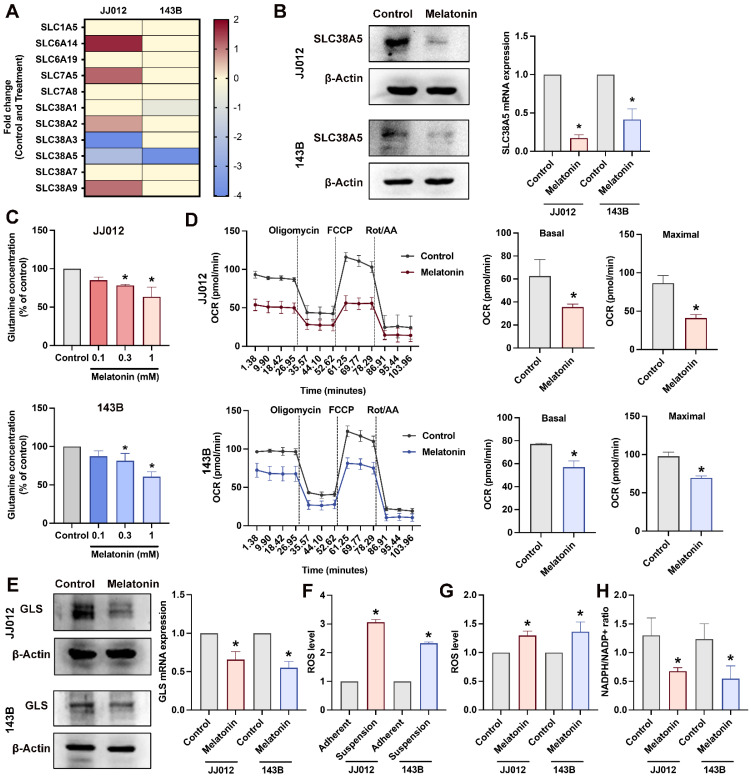
** The effects of melatonin on glutamine transport, mitochondrial respiration, and redox homeostasis in bone cancer cells.** (A) RNA-seq analysis showing fold changes in glutamine transporter expression following melatonin treatment. (B) Cells were treated with melatonin (1 mM) for 3 days, and SLC38A5 protein and mRNA expression levels were analyzed by Western blotting and qPCR, respectively. (C) Intracellular glutamine concentrations were measured after treatment with increasing concentrations of melatonin (0.1, 0.3, and 1 mM). (D) Oxygen consumption rate (OCR) was assessed using a Seahorse XF analyzer. Cells cultured in suspension were seeded onto Seahorse plates and allowed to adhere for 24 h prior to analysis; melatonin was added 2 h before the assay. Basal and maximal respiration were determined following sequential injections of oligomycin, FCCP, and rotenone/antimycin A. (E) GLS protein expression and mRNA levels were evaluated after 3 days of melatonin treatment under suspension conditions. (F-G) Intracellular ROS levels were measured in adherent and suspension-cultured cells following melatonin treatment. (H) The NADPH/NADP⁺ ratio was determined to assess cellular redox status.*p < 0.05.

**Figure 4:**
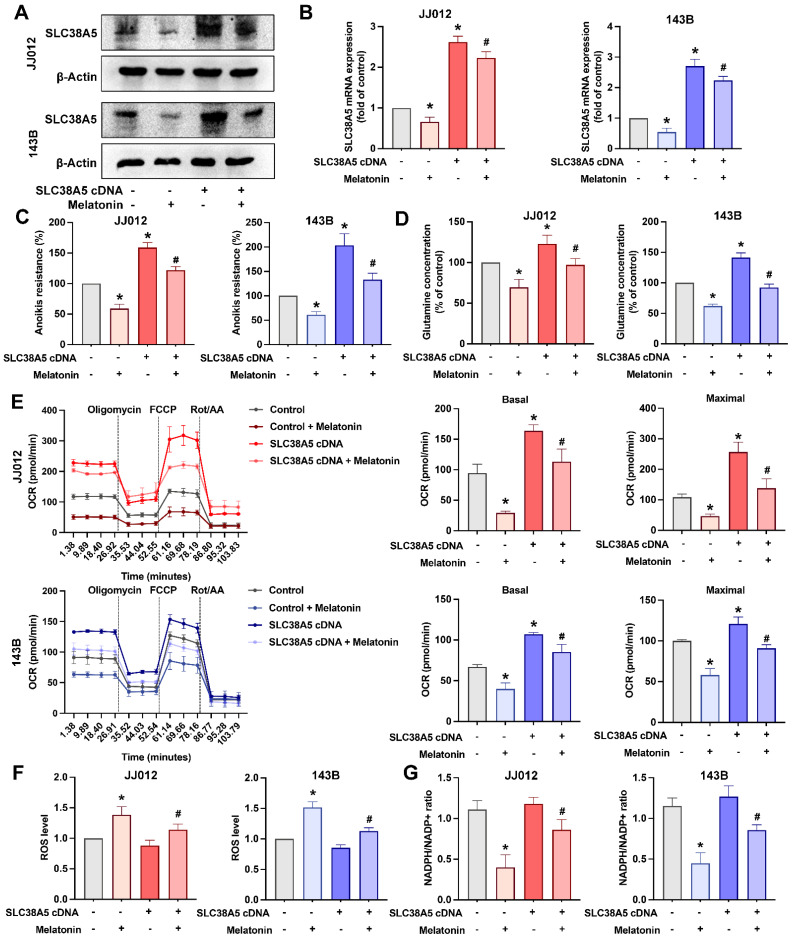
** Melatonin counteracts SLC38A5 overexpression-mediated anoikis resistance and metabolic reprogramming in bone cancer cells.** JJ012 and 143B cells were transfected with an empty vector or an SLC38A5-overexpressing construct (pcDNA3.1/SLC38A5), followed by melatonin treatment. (A) SLC38A5 protein expression was analyzed by immunoblotting to confirm overexpression and the inhibitory effect of melatonin. (B-C) Parental and SLC38A5-overexpressing cells were treated with melatonin (1 mM) for 3 days under suspension conditions, and anoikis resistance and intracellular glutamine levels were assessed. (D) Intracellular glutamine concentrations were measured to evaluate SLC38A5-mediated glutamine uptake. (E) Mitochondrial respiration was analyzed by Seahorse XF assay in parental and SLC38A5-overexpressing cells following melatonin treatment. Basal and maximal oxygen consumption rates (OCR) were calculated after sequential injection of oligomycin, FCCP, and rotenone/antimycin A. (F) Intracellular ROS levels were determined. (G) The NADPH/NADP⁺ ratio was measured to assess cellular redox balance. Data are presented as mean ± SD. *p < 0.05 compared with the control group; #*p* < 0.05 compared with SLC38A5 overexpression group.

**Figure 5:**
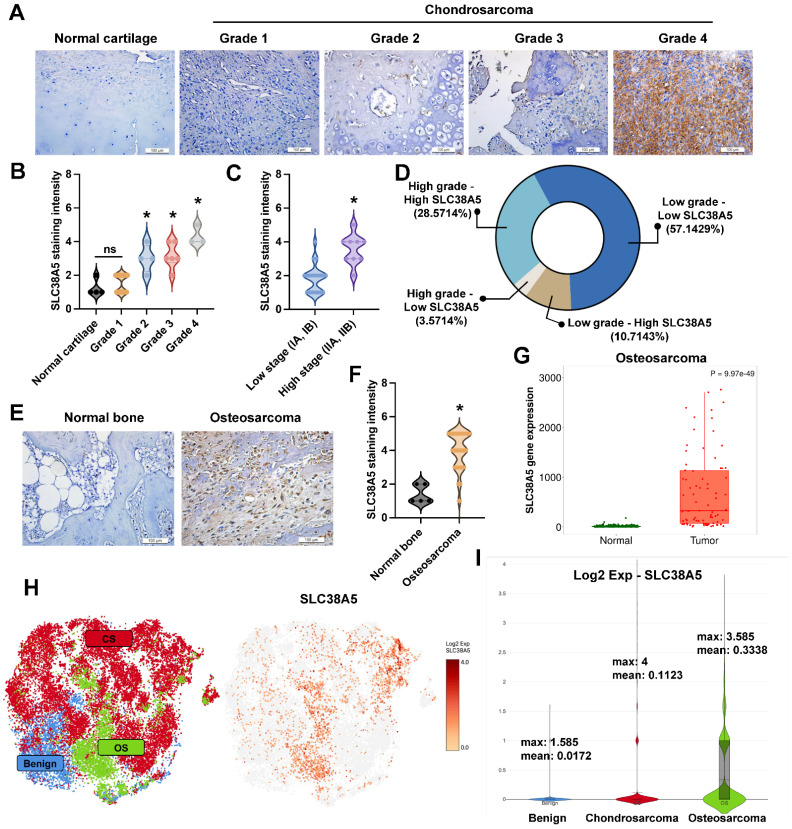
** SLC38A5 is upregulated in chondrosarcoma and osteosarcoma and is implicated in cancer progression.** (A) Representative immunohistochemical staining images of SLC38A5 in normal cartilage and chondrosarcoma tissues of different grades (Grade 1-4) (scale bar = 50 μm). (B-C) Quantitative data are depicted by violin plots of normal cartilage, tumor grade, and stage. (D) The pie graphs indicate the percentages of samples under different conditions. (E-G) Representative IHC images and quantification of SLC38A5 staining intensity in normal bone and osteosarcoma tissues, along with gene expression analysis from the TNMplot database. (H&I) Single-cell RNA seq depicts SLC38A5 expression in bone tumors compared to the benign. *p < 0.05.

**Figure 6:**
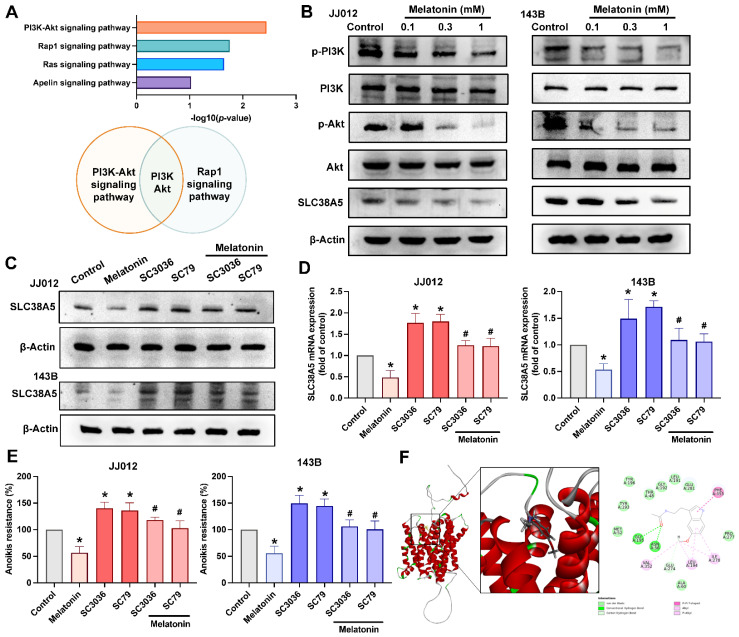
** Melatonin inhibits SLC38A5 expression by directly binding and via the PI3K-Akt signaling pathway.** (A) KEGG pathway enrichment analysis of RNA-seq-derived differentially expressed genes (DEGs) reveals significantly enriched pathways. (B) JJ012 cells were treated with different doses of melatonin (0.1, 0.3, and 1 mM) for 24 h, and the total and phosphorylated levels of PI3K, Akt, and the regulatory SLC38A5 were examined by immunoblotting. JJ012 and 143B were pretreated with PI3K and Akt activators for 30 min, followed by melatonin (1 mM) treatment for 24 h. (C&D) Western blotting and qPCR analysis indicating SLC38A5 protein and mRNA levels, and (E) anoikis resistance abilities were investigated. (F) The binding position of melatonin and SLC38A5 is analyzed by molecular docking. *p < 0.05.

**Figure 7:**
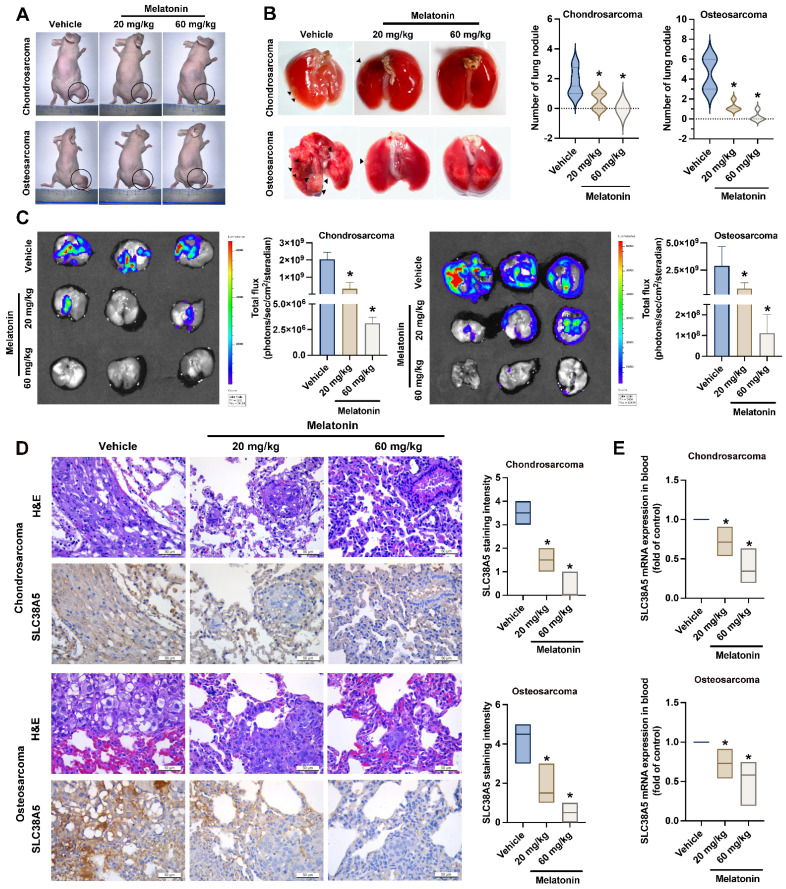
** Melatonin inhibits bone cancer cell anoikis resistance and metastasis to the lungs *in vivo*.** (A) Representative images of mice bearing chondrosarcoma or osteosarcoma tumors following treatment with control, low-dose melatonin, or high-dose melatonin. Tumor sites are circled. All animals (n = 6 per group) were euthanized at 8 weeks following melatonin administration (low dose: 20 mg/kg, high dose: 60 mg/kg). (B) Black arrowheads indicate metastatic lung nodules. Violin plots quantify the number of lung nodules per group. (C) At the specified intervals, the imaging signal intensity (photons/sec/cm^2^/steradian) was measured to determine luciferase activity using an IVIS® Spectrum *in vivo* imaging system. (D) Histology and levels of SLC38A5 expression in chondrosarcoma and osteosarcoma tumors under different settings were defined by using IHC staining and hematoxylin & eosin (H&E) staining. (E) Mouse blood samples were analyzed for levels of human SLC38A5 mRNA by qPCR. *p < 0.05.

**Figure 8:**
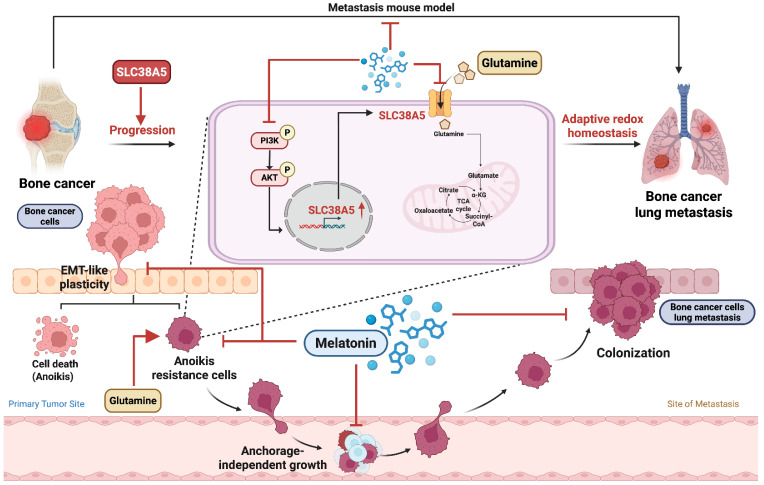
** Schematic model showing that anchorage-independent bone cancer cells depend on SLC38A5-mediated glutamine metabolism to maintain redox balance and survive (Created in BioRender).** Melatonin suppresses anoikis resistance in bone cancer cells by downregulating SLC38A5-dependent glutamine metabolism via inhibition of PI3K-Akt signaling. This metabolic disruption is accompanied by altered redox homeostasis, characterized by increased ROS accumulation and reduced NADPH/NADP⁺ buffering capacity, thereby promoting anoikis and limiting metastasis.

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE325221 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE325221). All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

CTCs: circulating tumor cells
EMT: epithelial-mesenchymal transition
GDH1: glutamate dehydrogenase
GLS1: Glutaminase 1
OCR: Oxygen consumption rate
SLC38A5: solute carrier family 38 member 5
ROS: reactive oxygen species

# Supplementary material for: Impaired redox adaptation through SLC38A5-dependent glutamine metabolism contributes to melatonin-mediated anoikis sensitivity and metastasis suppression in bone cancer
**Source:** Int J Biol Sci. 2026 May 11;22(10):5246–62. doi: 10.7150/ijbs.133256
**Supplement:** Supplementary file 1 — Supplementary methods and figures.

# **Impaired redox adaptation through SLC38A5-dependent glutamine metabolism contributes to melatonin-mediated anoikis sensitivity and metastasis suppression in bone cancer**

Bao Tran Nguyen *et al.*

## **Supplementary methods**

### **Materials**

The phosphorylated (p)-p85 (1:2000; 4228S) and p-Akt (1:2000; 4060S) antibodies were purchased from Cell Signaling Technology, Inc. Antibodies for SLC38A5 (1:500; sc-515703), Akt (1:500; sc-5298) and p85 (1:500; sc-1637) were obtained from Santa Cruz Biotechnology, Inc., the  $\beta$ -Actin (1:5000; GT5512) antibody was purchased from GeneTex International Corporation. GLS antibody (1:2000; HPA036223) and MTT buffer were purchased from Sigma-Aldrich (Merck KGaA). Lipofectamine® 2000 was supplied by Invitrogen (Thermo Fisher Scientific, Inc.). The Novolink Polymer Detection Systems kit was purchased from Leica Biosystems (St. Gallen, Switzerland).

### **Cell culture**

The SW1353, 143B, and MG63 cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA), while the JJ012 cell line was kindly provided by Dr. Sean P. Scully (University of Miami School of Medicine, Miami, FL, USA). All cell lines were maintained under culture conditions as outlined in our previous reports [1, 2].

### **Western blotting**

Total cellular proteins were isolated with RIPA lysis buffer and resolved by SDS-PAGE. Following electrophoretic transfer to PVDF membranes, non-specific binding was blocked with 5% skim milk for 1 h. After that, membranes were incubated overnight at 4 °C with primary antibodies and subsequently with secondary antibodies. Chemiluminescent detection (ECL; Merck

Millipore) was performed, and images were acquired using the iBright Imaging System (Thermo Fisher Scientific, Rockford, IL, USA) [3, 4].

### **Reverse transcription quantitative-polymerase chain reaction (RT-qPCR)**

Total RNA was extracted from bone cancer cells following the manufacturer's instructions using the TRIzol® reagent kit (Thermo Fisher Scientific, Inc.). RNA purity was confirmed by A260/A280 ratios of 1.8–2.0, and 1 µg of qualified RNA was reverse-transcribed into cDNA using an oligo-dT primer and reverse transcriptase.

Quantitative PCR was performed with 100 ng of cDNA, sequence-specific primers, and the KAPA SYBR® FAST qPCR Kit (Applied Biosystems; Thermo Fisher Scientific, Inc.), with GAPDH as the normalization control. The following PCR primer sequences were used: SLC38A5, forward: TGGGGCCATGTCCAGTTAC and reverse: GGCAGGATGATTAACACACTGAC; GLS, forward: AGGGTCTGTTACCTAGCTTGC and reverse: ACGTTCGCAATCCTGTAGATTT; and GAPDH forward: ACCACAGTCCATGCCATCAC and reverse: TCCACCACCCTGTTGCTGTA. The following thermocycling conditions were used for PCR: Initial denaturation at 95°C for 10 min; 40 cycles of 95°C for 15 sec and 60°C for 1 min. Amplification conditions were 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 sec and 60 °C for 1 min, performed on a StepOnePlus system (Applied Biosystems; Thermo Fisher Scientific, Inc.) in triplicate.

## Supplementary figure

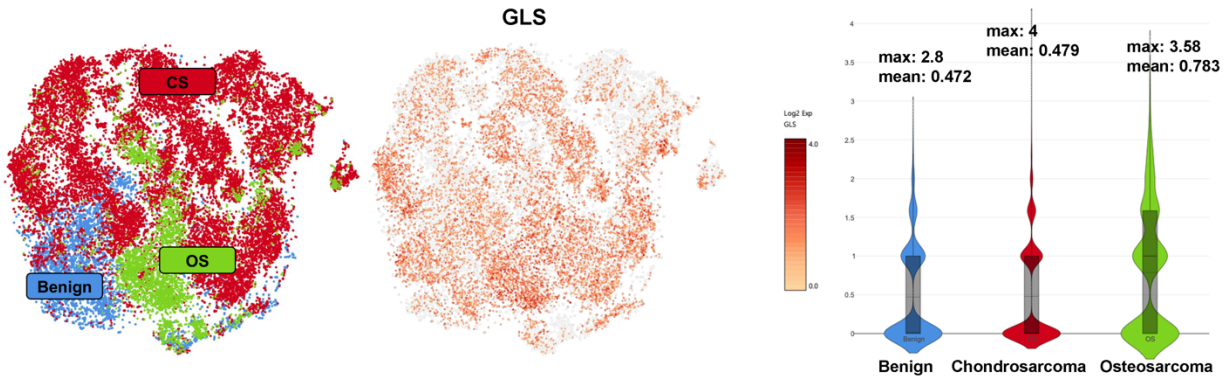

**Figure S1. Single-cell RNA sequencing analysis of GLS expression in bone cancer, including chondrosarcoma and osteosarcoma.**

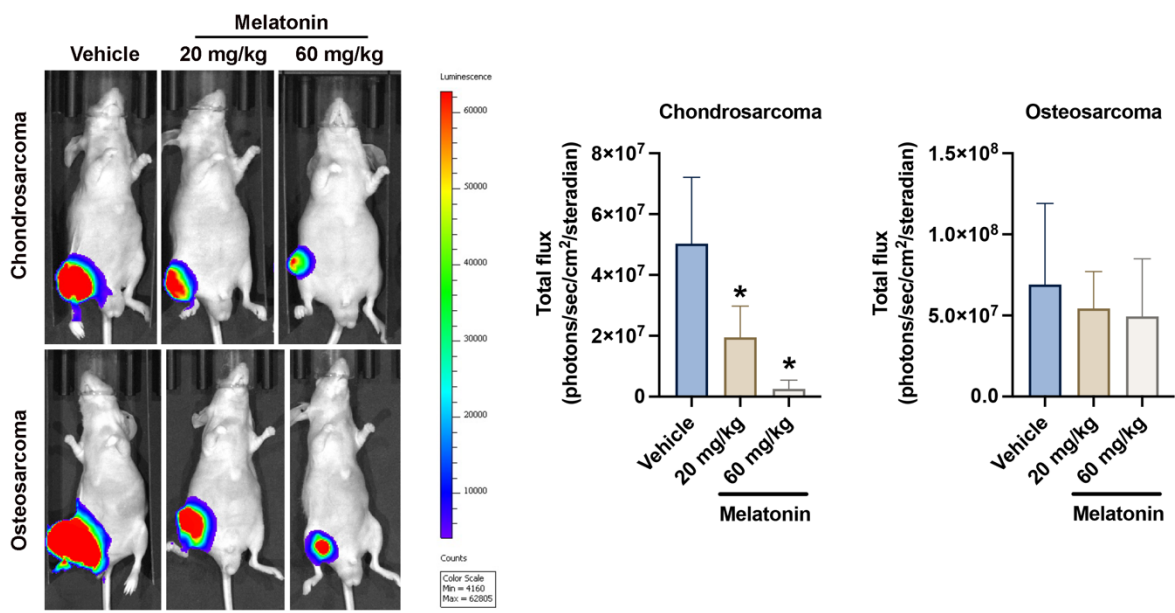

**Figure S2. Effect of melatonin on primary tumor growth in bone cancer xenograft model.**

## References

1. Nguyen BT, Lin CY, Chang TK, Fong YC, Thadevoos LA, Lai CY, et al. Melatonin inhibits chondrosarcoma cell proliferation and metastasis by enhancing miR-520f-3p production and suppressing MMP7 expression. *J Pineal Res.* 2023; 75: e12872.
2. Trang NTN, Lai CY, Tsai HC, Huang YL, Liu SC, Tsai CH, et al. Apelin promotes osteosarcoma metastasis by upregulating PLOD2 expression via the Hippo signaling pathway and hsa\_circ\_0000004/miR-1303 axis. *Int J Biol Sci.* 2023; 19: 412-25.
3. Lee KT, Su CH, Liu SC, Chen BC, Chang JW, Tsai CH, et al. Cordycerebroside A inhibits ICAM-1-dependent M1 monocyte adhesion to osteoarthritis synovial fibroblasts. *J Food Biochem.* 2022; 46: e14108.
4. Lin CC, Chen KB, Tsai CH, Tsai FJ, Huang CY, Tang CH, et al. Casticin inhibits human prostate cancer DU 145 cell migration and invasion via Ras/Akt/NF- $\kappa$ B signaling pathways. *J Food Biochem.* 2019; 43: e12902.

How the deposited data were processed for this re-analysis (not part of the article)

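RNA was measured in 4 libraries, namely JJ012 and 143B cells in suspension, each as a control and after 1 mM melatonin for 3 days (72 h in the sample labels), with 1 library per condition. The conditions were taken from the sample labels and the Figure 2 legend. The columns of the authors' table were matched to the samples by the name of the cell line, and the columns with the suffix T were read as melatonin-treated.

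The authors deposited whole-number counts per gene and library, without normalization. Whether a count is a read or a read pair, and the aligner, the counting tool and the strand setting, are not named in the paper's text or the labels. The FPKM deposited by the authors are these counts normalized to exonic length and to the total counts of the library, rounded to 2 decimals. The exonic length of each gene, in bases, was also deposited by the authors, with gene positions, KEGG pathway names and Gene Ontology terms. The table holds 61806 genes. Gene types and GC content came from GENCODE release 29.

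All libraries of a cell line were compared as melatonin against control. The log2 fold change was computed from FPKM with a pseudocount of 1, over genes with at least 1 FPKM in at least 1 of the 2 libraries of the line, and genes at an absolute value of at least 0.58 were counted. The planned design assumed FPKM alone. Since counts were also present, the ratio of CPM (counts normalized to the library total) with its exact (Clopper-Pearson) 95% interval was added for single genes. Totals between 15889564 and 19218343 counts put the floor of 3 counts between 0.156 and 0.189 CPM. The intervals cover counting error and no variation between cultures. edgeR's quasi-likelihood test needs replicates and was not used.

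Gene sets were 16 written lists, 13 KEGG pathways with genes in the table (1 further pathway of the paper, Motor proteins, had 0 genes) and 8 Gene Ontology terms in place of the functions of Fig. 2C. The KEGG and Gene Ontology sets were not limited to protein-coding genes. For each set, the median log2 fold change was placed among 10000 random lists of the same size, drawn within 20 bins of mean expression. The 95% interval of a median came from order statistics. For KEGG pathways, the share of changed genes was divided by that of the annotated genes that passed the filter, as set in the design, with all genes that passed as the alternative. Sets of mitochondrially encoded mRNAs, nuclear genes of Oxidative phosphorylation and metallothioneins were added after seeing the data.

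The genes named in the text are those the paper names, and 5 with the largest rise and 5 with the largest fall in both lines, ranked by the smaller absolute log2 fold change, among genes changed in the same direction with at least 5 FPKM in at least 1 library of each line. For each line alone, 3 genes with the largest rise and 3 with the largest fall were taken. Some genes of the rule are not reported here. The rule asks for protein-coding genes where the table gives the type. The table gives none, and the type was taken from GENCODE 29 after seeing that 12 of the 22 genes named without it were not protein-coding. The 16 lists, the rule for named genes, the thresholds and the alternatives in the next sentence were set before the data were examined. These were a pseudocount of 0.1 FPKM, no filter, a filter of 5 FPKM, fold changes centred on the median gene, TPM, CPM, a threshold of 1, Spearman in place of Pearson correlation, random lists not matched on expression, and the other enrichment background.

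Alternatives added after seeing the data were protein-coding genes alone, fold changes less their running median over exonic length, and tests on the counts. These tests were edgeR's exact test in 19 settings, with 4 assumed biological coefficients of variation and 1 slightly larger dispersion, with and without TMM normalization, and an exact binomial test on the reads in 2 settings. The edgeR settings were tried in turn against the paper's numbers of changed genes, and the fold threshold of 1.5 and the slightly larger dispersion were tried after 0.58 and 0.1 had come close to those numbers. With no replicates, the variation between cultures was assumed, not estimated, so these tests compare the libraries and not the conditions. The TMM factors were between 0.973 and 1.03.

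The procedures were tested on simulated counts with 200 genes changed by known amounts. All of the 190 changed genes that passed the filter were recovered in JJ012 (100%) and 191 in 143B (100%), while 2.86% of 14877 and 2.98% of 13454 unchanged genes passed the threshold from counting noise alone. The 95% intervals held the true ratio for 94% and 92% of the changed genes. The simulated counts held counting noise alone. In a like simulation, edgeR with an assumed coefficient of variation of 0.1, an unadjusted p and a fold threshold of 1.5 recovered 100% of the 200 genes. It called 240 of 61606 unchanged genes, many of which had no counts and could not be called. The JJ012 control, from which these counts were simulated, had counts in 31696 genes.

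Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. Ingenuity Pathway Analysis and DAVID were not run. Experiments of the paper other than RNA sequencing of these 4 libraries were not analysed here.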

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

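The tests of gene lists and pathways against gene length, of the nuclear respiratory chain genes, of the median of all genes, of the summed metallothionein counts and of the correlation over abundant genes were chosen only after the results were seen. No list or pathway was tested against GC content, with which the fold changes were also correlated. Differences between the cell lines were not tested, since each condition had 1 library.

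In 245 genes, JJ012 and 143B changed in opposite directions after melatonin, a group that the paper does not report. Their number was above the 188 expected from independent changes, as was that of the genes changed in the same direction. The former was below the expected one with CPM (299 against 349) and with protein-coding genes alone (76 against 85.6), so an excess of opposite changes depended on the setting. Counting noise of genes with few reads would let the correlation rise among abundant genes, but over the 6772 genes with a mean of at least 500 counts Pearson's r was 0.00214. With the trend over gene length removed in each line it was 0.0597, which argues against gene length as the whole reason for the low correlation. A difference in the response of the cell lines and a difference between cultures within each line both stay open, and neither was tested.

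The mitochondrially encoded mRNAs moved in opposite directions. Their median log2 fold change was -1.15 in JJ012 and 0.77 in 143B. A trend with gene length was argued against by medians of -1.03 and 0.72 after its removal, and a few abundant genes taking most of the counts, which would move the other genes alike, by medians of 0.053 and 0.015 over all genes with at least 5 FPKM. Nuclear genes that the authors' table assigns to Oxidative phosphorylation moved the same way by less, with medians of -0.35 in JJ012 and 0.090 in 143B. This set holds 579 genes before the filter and was not limited to protein-coding genes. Its medians were -0.35 and 0.090 without correction for length. After removal of the length trend these were -0.17 (137 genes, percentile 0.745 of random lists) and 0.048 (129 genes, percentile 98.3). These values are consistent with a change of respiratory chain transcripts that differs between the lines, as a hypothesis found and tested on the same data. How poly(A) selection captured mitochondrial RNA in each culture was not measured and stays open.

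Some lists and pathways had medians on opposite sides of random lists in JJ012 and 143B. Of 16 written lists, 3 lay above and 1 below the central 95% of random lists in JJ012, and 0 and 4 in 143B. Chance alone places about 5% of sets outside these limits. Cholesterol synthesis genes had a median of 0.49 in JJ012 and -0.31 in 143B. With the length trend removed, the rise in JJ012 was 0.27, at percentile 91.4 and so within the range of random lists, and gene length may account for its standing out. In 143B the value was -0.33, still below that range. Melatonin receptors and clock genes had medians of 0.52 in JJ012 and -0.32 in 143B. The same removal gave 0.31, at percentile 93.5, in JJ012, again within the range, and -0.36 in 143B, below the range. No biological explanation was tested.

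The pathway ECM-receptor interaction had a median of -0.51 in JJ012 and 0.12 in 143B, and -0.54 and 0.12 with the length trend removed, which remained outside the range of random lists and argues against gene length as the whole cause. Metabolic pathways had small medians of -0.064 in JJ012 and 0.064 in 143B, and -0.078 and 0.031 after the same removal, also outside the range. With TPM, the median of Metabolic pathways in JJ012 was 0.18, below the 0.21 by which TPM moved the median gene. Melatonin with a line-dependent response, and other differences between the cultures, stay open.

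CLEC3B, chosen for its fall in JJ012, had a log2 fold change of -3.98 there and 0.83 in 143B. In 143B it had 4 counts in the control and 21 after melatonin, and it overlaps EXOSC7 on the same strand, which had 629 and 668 counts. Reads of EXOSC7 counted on CLEC3B were not excluded by a test.

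Genes that the paper does not discuss rose in both lines. The log2 fold change of GADD45A was 1.14 in JJ012 and 1.09 in 143B. TOP1 had 0.94 and 0.84, MYO10 had 1.47 and 0.78, TP53INP2 had 0.94 and 0.76, and WDCP had 0.75 and 0.95. Each 95% interval of the ratio of CPM lay above 0 in both lines, so counting noise alone does not give these rises. They were the largest of their kind by rule, which favours large values. NCOA6, on the other strand of TP53INP2, rose from 1054 to 2526 counts in JJ012 but had 1694 and 1708 counts in 143B, where TP53INP2 went from 3785 to 6964 counts. Reads of NCOA6 counted on TP53INP2 were not tested for. No biological explanation was tested.

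In JJ012, GDF15 had a log2 fold change of 3.68, SLC7A2 of 2.79 and SPIRE1 of 2.78. SLC7A2 also had 0.52 in 143B, while GDF15 had 8 counts or fewer there. In 143B, MMP10 had 2.31 and MT1E had 1.59. For MT1E, a mere shift of reads between similar metallothionein genes would leave their sum unchanged. The summed counts of the family rose from 4421 to 12268 in 143B, a log2 ratio of 1.36 by CPM, which argues against such a shift. Differences between the cultures other than melatonin stay open for each of these genes.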

How the results depend on the processing

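The alternatives on protein-coding genes alone, on gene length, on the ratio of CPM of single genes and with tests on the counts were chosen after seeing the data. Leaving out a replicate was not possible, since each condition had 1 library. No paired analysis was possible because the labels give no replicate numbers and no test between conditions was made.

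With the settings used above, 6036 genes changed in JJ012, 1801 in 143B and 295 in the same direction in both. Centring on the median gene, no filter, and removal of the length trend each kept these numbers within 1.5 times. A pseudocount of 0.1 FPKM, which enlarges the changes of low genes, gave 2948 genes in 143B and 571 in the same direction, with JJ012 within 1.5 times. With at least 5 FPKM, fewer genes were tested, and the numbers were 3352, 547 and 76, with 76 genes in opposite directions. At a threshold of 1 they were 2327, 629 and 64. TPM gave 12226, 6039 and 1256, over 23153 and 21099 tested genes, since FPKM sum to less than TPM do and more genes pass the filter. CPM gave 507 genes in the same direction, and the cause was not tested. Protein-coding genes alone gave 3907, 662 and 132. In JJ012, the share of changed genes that rose was 62.4% with TPM and 45.7% with CPM, against 51.4%, while TPM moved the median gene by 0.21.

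The tests on the counts assume a spread between cultures, and the number of genes followed that assumption. Their edgeR settings were tried in turn against the paper's numbers, so they are not independent of them. At an unadjusted p under 0.05 with TMM normalization, an assumed coefficient of variation of 0.01 gave 9796 genes in JJ012, 3405 in 143B and 794 in the same direction. The value 0.1 gave 9429, 3089 and 697, and 0.4 gave 2025, 385 and 39. Without normalization factors these were 9878, 3408 and 785 at 0.01, then 9551, 3129 and 703 at 0.1, and 2126, 379 and 40 at 0.4. The value 0.2 stayed within 1.5 times for all 3 numbers with both normalizations. With an FDR criterion and TMM, 0.01 gave 520 genes in the same direction, 0.1 gave 606 in 143B and 147 in the same direction, 0.2 gave 1825, 54 and 10, and 0.4 gave 37, 0 and 0. Without factors, 0.01 gave 522 in the same direction, 0.1 gave 627 and 146, 0.2 gave 1833, 46 and 10, and 0.4 gave 40, 0 and 0. With a fold threshold of 1.5 in place of 0.58 on the log2 scale, TMM and 0.1, the unadjusted p gave 9379, 3065 and 684, or 597 in the same direction when the overlap was counted by gene symbol. The FDR gave 606 in 143B and 147 in the same direction. A slightly larger dispersion gave 9377, 3062 and 681. The binomial test on the reads gave 9891, 3389 and 788 by unadjusted p, and 596 in the same direction by FDR.

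The Pearson correlation between the lines was 0.024, and moved to -0.00851 with at least 5 FPKM, to 0.0817 with CPM, to 0.0597 without the length trend and to 0.0476 with protein-coding genes alone. CPM was added for this correlation after seeing the data. The cause of these shifts was not tested. SLC38A5 was lower after melatonin in both lines under each alternative run. In JJ012 its log2 fold change of -1.88 moved to -2.24 with a pseudocount of 0.1 FPKM and to -2.29 by CPM. In 143B the value of -0.49 moved to -3.97 by CPM, and it was -2.08 with the smaller pseudocount and -1.45 with TPM. The pseudocount shrinks changes at such low FPKM.

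Of the 80 set medians, 22 changed sign with TPM, 15 without the length trend, 12 with at least 5 FPKM, 10 after centring, 3 with no filter and 0 with a pseudocount of 0.1 FPKM. Of these, 8, 3 and 1 lay beyond the interval of the median with TPM, without the length trend and after centring, and they are among the next values. With TPM in JJ012, Metabolic pathways had 0.18, PI3K-Akt signaling pathway 0.14, AKT2 0.074 and negative regulation of apoptotic process 0.26. The last alone lay above the 0.21 of the median gene, which was taken over the larger number of genes tested with TPM. Abundant genes of JJ012 also moved up, GAPDH from -1.64 to -1.37 and ACTB from 0.71 to 0.99. The value of 0.26 therefore does not show a rise specific to that set. With TPM in 143B, Purine metabolism had -0.036, PI3K-Akt signaling pathway -0.043, Apelin signaling pathway -0.034, positive regulation of cell migration -0.022 and apoptotic process -0.033. The median gene of 143B itself went from 0.026 to -0.027 with TPM, so these changes of sign are not specific to the sets. Apoptotic process in 143B was -0.0056 after centring. Without the length trend, JJ012 had -0.054 for Pathways in cancer, -0.046 for Rap1 signaling pathway and -0.064 for Small cell lung cancer. Within the wide intervals of their medians, ABC transporters went from 0.011 to -0.29 (percentile 1.26) and Apelin signaling pathway from 0.076 to -0.13 (percentile 2.48) there. Without the length trend, 13 of the 80 percentiles lay on another side of the limits of random lists. TPM moved 22 further set medians beyond their interval and left 50 within it, and no filter moved 13 and left 67. Random lists not matched on expression changed which side of the limits 4 percentiles lay on and left 76. With the all-genes background, 13 enrichments moved by more than 1.5 times and 13 did not, and the same numbers held at a threshold of 1. For single genes, TPM moved 40 log2 fold changes beyond their counting interval and left 46, a pseudocount of 0.1 FPKM moved 14 and left 73, CPM moved 15 and left 71, and centring moved 4 and left 83. Depth limits single transporters, since SLC38A1 in JJ012, SLC6A14 in 143B and SLC6A19 in both lines were at the floor.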

Differences from the paper's values

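The paper reports 596 genes changed in the same direction in both cell lines, and 295 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.1 FPKM (571), no filter (409) and CPM (507) came within 1.5 times of the paper's number, and at least 5 FPKM (76), centring (295), TPM (1256) and a threshold of 1 (64) did not. The paper's number of upregulated genes among them is 228, against 137. Here the pseudocount of 0.1 FPKM (296), no filter (195) and CPM (204) came within 1.5 times, and 5 FPKM (32), centring (121), TPM (650) and a threshold of 1 (25) did not. The paper's number of downregulated genes is 368, against 158. For these, the smaller pseudocount (275) and CPM (303) came within 1.5 times, and no filter (214), 5 FPKM (44), centring (174), TPM (606) and a threshold of 1 (39) did not.

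For downregulated genes in JJ012, the paper shows about 4800 in Fig. 2B, read by eye, against 2934. No filter (3561), a pseudocount of 0.1 FPKM (3805), TPM (4597) and CPM (4114) came within 1.5 times, and 5 FPKM (1491), centring (2990) and a threshold of 1 (1086) did not. For upregulated genes in 143B, the paper shows about 1500 in Fig. 2B, read by eye, against 861. The pseudocount of 0.1 FPKM (1514), no filter (1175) and CPM (1173) came within 1.5 times, and 5 FPKM (280), centring (773), TPM (2779) and a threshold of 1 (242) did not. For downregulated genes in 143B, the paper shows about 1600 in Fig. 2B, read by eye, against 940. There the pseudocount of 0.1 FPKM (1434) and no filter (1275) came within 1.5 times, and 5 FPKM (267), centring (1013), TPM (3260), CPM (1035) and a threshold of 1 (387) did not. The number of upregulated genes in JJ012, 3102, was within 1.5 times of the paper's about 4600 in Fig. 2B, read by eye.

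Among 21 settings of tests on the counts, all chosen after seeing the values, some came to the paper's numbers. The edgeR settings among them were tried in turn with the paper's numbers in view, first at a threshold of 0.58, then with a fold threshold of 1.5 and a slightly larger dispersion, and the overlap was counted in several ways. The agreement below is the outcome of that search and not independent support for the paper's numbers. With edgeR's exact test, TMM normalization, an assumed coefficient of variation of 0.1, an unadjusted p and a fold threshold of 1.5, 4627 genes rose and 4752 fell in JJ012, and 1484 rose and 1581 fell in 143B, which are the numbers printed in Fig. 2B outside the overlap of its circles. In this setting they are totals per line with the shared genes included. This setting gave 269 shared upregulated and 415 shared downregulated genes by gene ID, and 229 and 368 by gene symbol, 597 in all. Counting only the genes with a symbol gave 229 and 367. A slightly larger dispersion gave 228 and 367 by symbol, 4626 and 4751 genes in JJ012, and 1484 and 1578 in 143B. The binomial test on the reads with an FDR gave 244 and 352 shared genes, 596 in all. With the same edgeR setting and an FDR, which the methods of the paper name, the counts were 3742 and 3252 in JJ012, 228 and 378 in 143B, and 40 and 107 shared. At a threshold of 0.58, TMM and an unadjusted p, an assumed 0.01 gave 4773 and 5023 genes in JJ012 and 1644 and 1761 in 143B, 0.1 gave 4652 and 4777 in JJ012 and 1490 and 1599 in 143B, and 0.2 gave 3058 and 3390 in JJ012 and 673 and 881 in 143B. The setting is one under which these values meet, and the paper does not name the test it used.

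The values of Fig. 2B, Fig. 2D and Fig. 3A were read, and a reading error of 0.3 was set for Fig. 3A, after the values here were known. For SLC6A14 in JJ012, the paper shows a log2 fold change of about 1.8 in Fig. 3A, read by eye, against 0.21. TPM (0.69) and a pseudocount of 0.1 FPKM (0.96) came within the counting error, and centring (0.20) did not. For SLC38A3 in JJ012, it shows about -4 in Fig. 3A, read by eye, against -1.14. For SLC38A3 a pseudocount of 0.1 FPKM (-3.04) came within the counting error, and centring (-1.15) and TPM (-2.14) did not. For SLC38A5 in JJ012, it shows about -2.2 in Fig. 3A, read by eye, against -1.88. TPM (-1.91) and a pseudocount of 0.1 FPKM (-2.24) came within the reading error of 0.3 and centring (-1.89) did not, while -1.88, -1.89 and -1.91 all lie close to that limit. For SLC38A5 in 143B, it shows about -4 in Fig. 3A, read by eye, against -0.49. A pseudocount of 0.1 FPKM (-2.08) came within the wide counting error, an interval of -7.08 to -1.99 for the log2 ratio of CPM. TPM (-1.45) and centring (-0.52) did not. Without a pseudocount, the log2 ratio of CPM, chosen after seeing the values, was 1.61 for SLC6A14, -4.14 for SLC38A3, and -2.29 and -3.97 for SLC38A5. edgeR's log2 fold changes for SLC38A5 in the setting of 0.1 with TMM, also chosen after seeing the values, were -2.21 in JJ012 and -3.92 in 143B. Ordered by p in that setting, SLC38A5 stood at place 85 among the lower genes of JJ012 and at place 121 among those of 143B, within the numbers called.

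Of 20 fold enrichments in Fig. 2D, 17 were within 1.5 times of the values read by eye and 3 were not. The values read for JJ012 lay between about 1.1 and 1.6, so most of them would also be met by no enrichment. Purine metabolism in JJ012 counted as within the tolerance at 0.883 against about 1.3. The number within 1.5 times is therefore not a replication of Fig. 2D. For ABC transporters, the paper shows about 1.5 in JJ012 and about 2.6 in 143B in Fig. 2D, read by eye, against 0.841 and 1.3. For RNA polymerase in 143B, it shows about 2.5 in Fig. 2D, read by eye, against 1.14. Neither a threshold of 1 (0.319 and 0 for ABC transporters, 0 for RNA polymerase) nor the background of all genes that pass the filter (0.748, 0.785 and 0.693) closed these gaps.

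The paper describes the changed genes as mainly enriched in metabolic and cancer-related pathways. The enrichment of Metabolic pathways was 0.954 in JJ012 and 1.18 in 143B, and that of Pathways in cancer was 0.999 and 1.06. Each was within 1.5 times of Fig. 2D, as no enrichment would also be. The legend of Fig. 2C names significantly down-regulated genes as the input of IPA. The medians here took all tested genes of a set, so unlike sets of genes are compared. IPA in the paper associated melatonin with inhibited movement and survival functions and predicted activated apoptosis-related pathways. The medians of cell migration (0.05 and -0.04), anti-apoptotic genes (0.45 and -0.04) and pro-apoptotic genes (-0.01 and 0.13) in JJ012 and 143B did not share these directions in every case, and IPA's score was not computed here.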

Other observations

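The tests of the lists against gene length were chosen only after the results were seen, and the lists were not tested against GC content. The tests of the number of changed genes were fixed before their outcome was seen.

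More genes changed in JJ012 than in 143B, 6036 against 1801. With the libraries thinned to the depth of the smallest, the ratio was 3.30 (6041 and 1830 genes), which argues against library depth. Leaving out the 50 most abundant genes gave a ratio of 3.20, removal of the length trend 3.12, and removal of the trend with GC content 3.23, over genes of which at least 97.7% had a GC value. These argue against each of them as the whole cause. A difference between the JJ012 cultures other than melatonin cannot be told apart from its effect on these genes, because there was 1 library per condition. A stronger response of JJ012 stays open as a hypothesis.

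ATF4 amino acid response genes had a median log2 fold change of 0.66 in JJ012, above the 10000 random lists, and -0.03 in 143B (percentile 27.7). With the length trend removed it was 0.76 in JJ012, which argues against gene length. As a hypothesis, JJ012 cells may have responded to amino acid shortage after melatonin. This list includes SLC7A5, and other inputs to ATF4 were not measured.

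Hypoxia targets fell in both lines, with medians of -0.73 in JJ012 (percentile 0.345) and -0.20 in 143B (percentile 0.180). With the length trend removed these were -0.71 and -0.27, so gene length is argued against as the whole cause. A weaker hypoxic response in melatonin-treated suspension cultures is a hypothesis that these data do not test, since oxygen and the size of aggregates were not measured here.

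Cell cycle genes fell in 143B, with a median of -0.68, below the 10000 random lists, and 15 of 26 tested genes past the threshold downward. The median was -0.71 with the length trend removed. In JJ012 it was -0.26 (percentile 2.61), and -0.28 (percentile 1.80) with the same removal. A lower share of dividing 143B cells may underlie this value, as a hypothesis.

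The remaining written lists had medians as follows. Glutamine catabolism genes had 0.55 in JJ012 (percentile 96.9) and 0.05 in 143B (percentile 61.9). NADPH and antioxidant enzymes had 0.04 (percentile 80.8) and 0.10 (percentile 92.9). Interferon response genes had -0.38 (percentile 6.21) and 0.01 (percentile 42.7), and with the length trend removed -0.61 (percentile 0.160) and -0.033 (percentile 36.4). The genes named in the paper had 0.32 (percentile 93.7) and 0.01 (percentile 47.9).

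The paper measured several genes by qPCR or Western blotting, for which these libraries give the RNA level after 3 days in suspension. VIM had -1.44 in JJ012 and -0.14 in 143B. CDH1 had at most 1 count in each library, so a change of E-cadherin RNA could not be measured. GLUD1 had 0.66 and -0.10.

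GAPDH, which the paper used to normalize qPCR, had 118895 and 31957 counts in JJ012, a log2 fold change of -1.64, and 0.29 in 143B. ACTB had 0.71 and 0.29. Both have many pseudogenes that can share reads. By CPM relative to GAPDH, the log2 ratio of SLC38A5 was -0.65 in JJ012 and -4.26 in 143B. Relative to ACTB, SLC38A5 had -3.01 and -4.26.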
